# Polyclonality overcomes fitness barriers in *Apc*-driven tumorigenesis

**DOI:** 10.1038/s41586-024-08053-0

**Published:** 2024-10-30

**Authors:** Iannish D. Sadien, Sam Adler, Shenay Mehmed, Sasha Bailey, Ashley Sawle, Dominique-Laurent Couturier, Matthew Eldridge, David J. Adams, Richard Kemp, Filipe C. Lourenço, Douglas J. Winton

**Keywords:** Cancer stem cells, Cancer genetics, Colorectal cancer

## Abstract

Loss-of-function mutations in the tumour suppressor *APC* are an initial step in intestinal tumorigenesis^1,2^. *APC*-mutant intestinal stem cells outcompete their wild-type neighbours through the secretion of Wnt antagonists, which accelerates the fixation and subsequent rapid clonal expansion of mutants^3–5^. Reports of polyclonal intestinal tumours in human patients and mouse models appear at odds with this process^6,7^. Here we combine multicolour lineage tracing with chemical mutagenesis in mice to show that a large proportion of intestinal tumours have a multiancestral origin. Polyclonal tumours retain a structure comprising subclones with distinct *Apc* mutations and transcriptional states, driven predominantly by differences in KRAS and MYC signalling. These pathway-level changes are accompanied by profound differences in cancer stem cell phenotypes. Of note, these findings are confirmed by introducing an oncogenic *Kras* mutation that results in predominantly monoclonal tumour formation. Further, polyclonal tumours have accelerated growth dynamics, suggesting a link between polyclonality and tumour progression. Together, these findings demonstrate the role of interclonal interactions in promoting tumorigenesis through non-cell autonomous pathways that are dependent on the differential activation of oncogenic pathways between clones.

## Abstract (web summary)

Multicolour lineage tracing and mutagenesis studies in a mouse model show that many intestinal tumours are polyclonal, with multiple clones exhibiting independent *Apc* mutations driven by differences in KRAS and MYC signalling.

## Main

The earliest event in the initiation of colorectal cancer (CRC) is the fixation of cancer driver mutations within the colonic epithelium, a process that requires successful competition with wild-type intestinal stem cells^8,9^ (ISCs). Biased competition that favours fixation of loss-of-function of the tumour suppressor *APC* has recently been ascribed to ‘supercompetitor’ behaviour, comprising both cell-intrinsic behaviours and non-cell autonomous suppressive effects on wild-type ISC neighbours^3–5^. Secretion of Wnt antagonists such as NOTUM acts to suppress wild-type stem cells within the same and adjacent crypts. Suppression of wild-type ISCs therefore promotes both fixation and subsequent expansion of APC-deficient crypts.

Biased competition by neighbourhood suppression is consistent with the consensus view of the past fifty years that most cancers are clonal in origin and evolve through branching evolution^10–13^. Genetically engineered mouse models providing a tissue-wide ‘first hit’ of *Apc* either in the germline or somatically and requiring only a further single sporadic mutation of the wild-type allele for tumour initiation provide a simple and immediate route to clonal tumorigenesis. Paradoxically however, adenomas that arise in individuals with familial adenomatous polyposis (FAP) or sporadically are often polyclonal^6,14–16^. Mouse models similarly show polyclonality^7,17–21^. Here we set out to determine the extent and nature of the clonal interactions that define polyclonal tumour formation and to understand how they relate to supercompetitor behaviour.

## Confetti reveals tumour polyclonality

A tumour model based on *Villin-cre*^*ER*^*;Apc*^*fl/+*^;*Rosa*^*fl/Confetti*^ (hereafter *Apc*^*het*^*;Confetti*) mice and *N*-ethyl-*N*-nitrosourea (ENU) mutagenesis was adopted, that combined tissue-wide monoallelic loss of *Apc* with sporadic activation of the *Confetti* reporter (Fig. 1a). The small patch sizes of *Confetti-*marked crypts maximize the mosaicism that facilitates identification of polyclonality compared with that used in previous approaches, which depended on somatic mosaics^7,17,20,22^. Around 10% of crypts expressed a *Confetti* colour (Extended Data Fig. 1a–f). Subsequent ENU treatment initiated tumours with high multiplicity along the intestinal tract following rapidly resolved DNA damage (Fig. 1b–h and Extended Data Fig. 2). Tumours displayed increased levels of nuclear β-catenin, consistent with sporadic loss of the second *Apc* allele (Extended Data Fig. 2f,g). We assessed the clonal status of tumours on the basis of heterotypia in *Confetti* expression in these ‘*Apc*^*het*^ plus ENU’ mice. Most tumours were uncoloured and of initially unknown clonal status (Fig. 1k). Of tumours that expressed *Confetti*, 60% were homotypic and 40% were heterotypic, and thus potentially monoclonal and polyclonal in origin, respectively (Fig. 1i–m and Extended Data Fig. 1g–i).

**Fig. 1:**
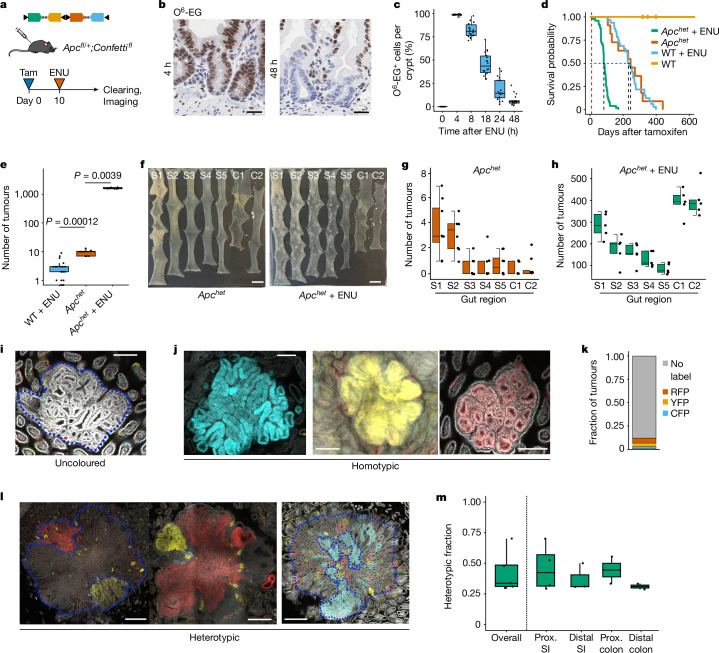
Heterotypic expression of Confetti identifies polyclonal origins of *Apc*-deficient tumours. **a**, Schematic of experimental approach. Tam, tamoxifen. **b**, Immunohistochemistry for *O*-6-ethyl-guanine (O^6^-EG) in small intestinal crypts after ENU treatment. Scale bars, 25 μm. **c**, Jitter plot quantifying O^6^-EG positivity with time following ENU injection. *n* = 3 mice per timepoint; 7 intestinal regions scored per mouse. **d**, Kaplan–Meier curves for *Apc*^*het*^ + ENU, *Apc*^*het*^, wild-type (WT) + ENU and wild-type mice aged until the humane endpoint. Mantel–Cox *P* value < 0.0001. *n* = 49 mice for *Apc*^*het*^ + ENU, 10 for *Apc*^*het*^, 32 for wild type + ENU and 5 for wild type. **e**, Number of intestinal tumours per mouse under indicated conditions. *n* = 5 mice for *Apc*^*het*^ + ENU, 8 for *Apc*^*het*^, and 20 for wild type + ENU. Two-sided Wilcoxon rank-sum tests. **f**, Representative wholemounts for *Apc*^*het*^ and *Apc*^*het*^ + ENU. S1–S5, small intestine; C1, proximal colon; C2, distal colon. Scale bars, 10 mm. **g**,**h**, Regional differences in tumour burden. *n* = 8 mice for *Apc*^*het*^ (**g**), 5 for *Apc*^*het*^ + ENU (**h**). **i**,**j**, Representative confocal micrographs showing an uncoloured tumour (**i**) and three examples of homotypic tumours (**j**). Scale bars, 200 μm. **k**, Frequency of Confetti labels in homotypic tumours. Counts based on 1,352 intestinal tumours. *n* = 5 mice. **l**, Confocal micrographs showing three examples of heterotypic tumours. **m**, Mean heterotypic fraction and regional distribution. *n* = 5 mice. Prox., proximal; SI, small intestine. Scale bars, 500 μm. In all box plots, the centre line shows the median, the bottom hinge shows the 25% quantile, the top hinge shows the 75% quantile, the bottom whisker shows the smallest observation greater than or equal to bottom hinge minus 1.5 × interquartile range (IQR), and the top whisker shows the largest observation less than or equal to the top hinge plus 1.5 × IQR. Source Data

To eliminate collisions as an explanation for heterotypia due to high tumour incidence, we first confirmed that there was no obvious relationship between tumour density on average across gut segments analysed and the heterotypic fraction (linear regression adjusted *R*^2^ = −0.006) (Extended Data Fig. 1j). Next, a higher-resolution analysis taking account of clustering ‘hotspots’ within individual segments of bowel revealed that heterotypic tumours were not enriched in regions of higher tumour density (Extended Data Fig. 1k,l). To further take account of tumour size as well as density, the number of expected collisions was predicted assuming a Poisson distribution, to show that more heterotypic tumours are observed than expected by random collision theory (Extended Data Fig. 1m). The additional effect of tumour growth on the probability of collisions was tested by simulations and also could not explain the observed incidence of heterotypic tumours (Extended Data Fig. 1n–p). Of note, heterotypia was also observed in the small number of tumours found in either *Apc*^*het*^ control mice not receiving ENU or in wild-type mice receiving ENU (Extended Data Fig. 1q).

## *Apc* mutations define polyclonal tumours

A ten-gene targeted amplicon panel that included *Apc* was created for bulk sequencing of excised tumours with different *Confetti* outcomes to identify drivers of tumour formation (Fig. 2a,b. Extended Data Fig. 3 and Supplementary Table 1). Inactivating mutations of *Apc* were identified in homotypic, uncoloured and heterotypic tumours (161 out of 183 tumours contained *Apc* mutations). Most (82%) homotypic tumours contained only a single *Apc*-inactivating nonsense mutation. By contrast, around 20% of heterotypic tumours had a single *Apc* mutation, with the remaining containing between 2 and 9 *Apc* mutations (Fig. 2c). As the model only requires a single *Apc* mutation to complement the tissue-wide Cre-mediated loss of the first allele, the *Apc* variant allele fraction (VAF) directly reflects the tumour fraction in each sample sequenced (Extended Data Fig. 3d). Notably, the distribution of calculated tumour fraction values for all three tumour categories based on Confetti classification were indistinguishable when the VAF values of all *Apc* mutations in each tumour were summed (Fig. 2d). This excludes that multiple *Apc* mutations in heterotypic tumours might arise from a branching model of tumour evolution whereby subclones acquire subsequent mutations (Extended Data Fig. 3f). Notably, there was no difference in the sum of the *Apc* VAFs and sequencing read depth between samples with one or more *Apc* mutations, indicating that the number of *Apc* mutations detected cannot be attributed to differences in tumour purity or sequencing efficiency (Extended Data Fig. 3g,h).

**Fig. 2:**
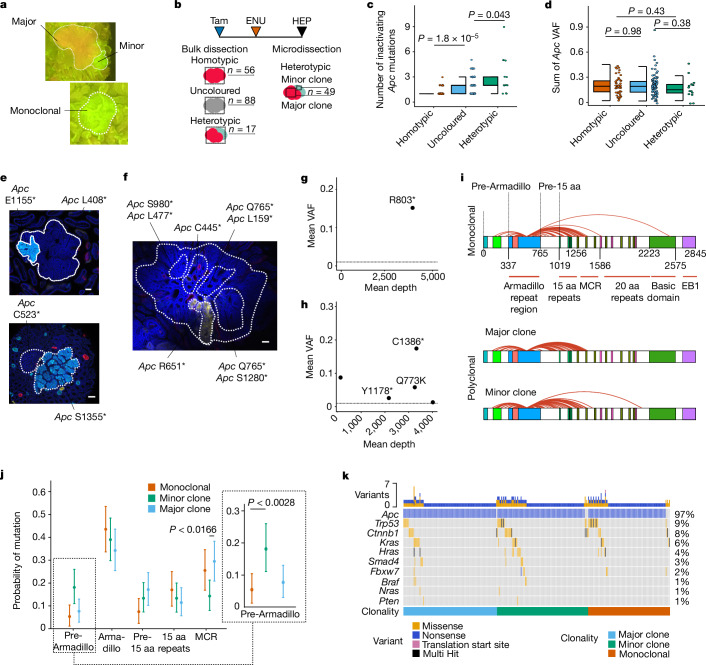
Polyclonal and monoclonal tumours are distinguished by *Apc* mutational profiling. **a**, Fluorescence dissecting microscope view of a heterotypic tumour (top) and a homotypic tumour (bottom). **b**, Schematic of experimental approach. Tumours were either bulk- or micro-dissected before targeted amplicon sequencing. HEP, humane endpoint. **c**, Number of inactivating (nonsense-only) mutations in *Apc* for each bulk-sequenced tumour. Based on 56 homotypic, 88 uncoloured and 17 heterotypic tumours from 10 *Apc*^het^ + ENU mice. Two-sided Wilcoxon rank-sum tests. **d**, Sum of the VAFs of the inactivating *Apc* mutations for each tumour in the indicated bulk-dissected groups. *n* = 148 tumours. Two-sided Wilcoxon rank-sum tests. **e**,**f**, Confocal images of micro-dissected heterotypic tumours overlaid with detected high-impact *Apc* variants (**e**) and a large micro-dissected heterotypic tumour (**f**). Scale bars, 100 μm. **g**,**h**, Representative clonality plots showing mean VAF versus mean sequencing depth for variants shown for a homotypic (**g**) and an uncoloured (**h**) tumour. Dotted line represents minimum VAF threshold for variant calls. **i**, Arch diagram overlaid on a schematic of the APC protein to compare high-impact *Apc* mutations in monoclonal and polyclonal tumours. Arches begins at codon 580, representing the Cre-mediated recombination event of the transgenic *Apc* allele. *n* = 94 monoclonal tumours, 105 major and 105 minor clones. EB1, EB1-binding region; MCR, mutation cluster region; aa, amino acid. **j**, Non-parametric bootstrap analysis showing the probability of mutation in each of the pre-defined *Apc* bins for monoclonal tumours, and major and minor clones. Data are mean ± 95% confidence interval. *n* = 94 samples per group. Inset, magnified view of the Pre-Armadillo bin, highlighting the significant difference between monoclonal tumours and minor clones. **k**, Oncoprint of mutational patterns among the indicated groups. Percentages on the right denote fraction of samples with detected mutations in particular gene. Source Data

In a more detailed analysis, different coloured regions from 49 heterotypic tumours were dissected from wholemount preparations and sequenced. This confirmed that most larger (major) and smaller (minor) clones contained exclusive *Apc*-inactivating mutations, commonly only one and occasionally two (Fig. 2e,f and Extended Data Fig. 4a,b).

The status of uncoloured tumours was then assessed on the basis of bulk sequencing and an assignment of clonality was made for each of 88 such tumours on the basis of the number of *Apc* mutations. Samples containing a single somatic *Apc* mutation were classed as monoclonal. For polyclonal tumours, divergent VAF values for *Apc* mutations commonly enabled assignment of major and minor clones that contributed to tumour mass (Fig. 2g,h). This approach was validated owing to the sparsity of copy number alterations induced by ENU in this model (Extended Data Fig. 4c). Comparing the relative frequencies of mutation in different functional domains of *Apc* for the different clonal tumour components demonstrated that early truncating mutations landing N-terminal to the Armadillo repeat region were under-represented in monoclonal tumours compared with the minor clones of polyclonal tumours (Fig. 2i,j). Long-read sequencing performed on a subset of minor clones revealed that the detected *Apc* mutations arise on the non-recombined allele, confirming that these clones also depend on biallelic *Apc* inactivation (Extended Data Fig. 4d,e). No regional selection for particular *Apc* mutations was observed and similarly, within-tumour paired analysis of major and minor clone mutated domains revealed no selected combinations (Extended Data Fig. 4f,g). Mutations in the nine other genes in the panel including *Trp53*, *Ctnnb1* and *Kras* were found but were not differentially enriched within tumour clones (Fig. 2k).

## Clonal RAS–MYC reciprocity

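Transcriptional profiling was carried out on small intestinal tumours of 2 *Apc* het*;Confetti* mice, 1 female and 1 male. Tamoxifen (4 mg) removed 1 *Apc* allele throughout the intestinal epithelium and switched on Confetti, a reporter allele with 4 fluorescent proteins, in scattered crypts. The mutagen ENU (200 mg per kg) followed 10 days later. In 20 heterotypic tumours, 10 from each mouse, the larger (major) and the smaller (minor) clone were dissected apart and sequenced as separate libraries. A further 23 tumours, 10 from the female and 13 from the male mouse, were sequenced undivided. The paper gives 20 monoclonal tumours. Its text does not say which of the 23 undivided tumours these were, so all 23 stand for the monoclonal tumours here. Each library carries the segment of the small intestine it came from (SI10, SI20 or SI30), and SI30 was represented by 2 tumours of the female mouse alone. In tumour 22 of the female mouse the major clone was labelled SI20 and the minor clone SI10.

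Libraries were prepared from polyadenylated RNA with a stranded protocol and sequenced from both ends. The authors trimmed the reads, estimated the number of reads of each gene with Salmon against the Gencode annotation of the GRCm39 genome, and deposited these estimates after scaling them between libraries (normalised counts). The table holds 24766 genes in 63 libraries. The normalised counts of a library summed to between 27072900 and 37617400 in major clones (median 30049800), 26140200 and 33110000 in minor clones (median 30812400) and 26559100 and 45909900 in undivided tumours (median 31645600). Scaling hides how many reads were sequenced. The number was therefore estimated from the low values of each library, which gather at multiples of what 1 read is worth. The median estimate was 34969800 reads in major clones (13126300 to 49112400), 32852400 in minor clones (19042800 to 52098100) and 29655900 in undivided tumours (14697300 to 39991400). Major and minor clones of the same tumour did not differ detectably in this number (mean log2 difference 0.10, SD 0.55, higher in 13 of 20 major clones, two-sided permutation test, p = 0.461).

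*Rn18s*, a gene of ribosomal RNA, took a median of 1.24% of the normalised counts in major clones, 6.19% in minor clones and 3.11% in undivided tumours. It was lower in major clones (mean log2 difference -1.46, SD 1.55 over tumours, higher in 5 of 20 major clones, permutation test with clone labels swapped within tumours, p = 0.000520). *Xist* lay between 382 and 2137 normalised counts in libraries of the female mouse and between 0 and 17.1 in those of the male mouse, and *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* on the Y chromosome were all at 129 or above in the male and at 9.03 or below in the female, as the sex labels state. No library was a copy of another (correlation of log2 values 0.844 to 0.975).

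From the normalised counts, log2(value + 1) was taken for genes with a mean of at least 10, and each gene was tested with limma, with the tumour as a block for major against minor clones and the mouse as a covariate for comparisons with undivided tumours. A fold change is therefore on the log2(value + 1) scale, which understates the change of genes with low values. The Hallmark gene sets themselves were not used here. In their place, a list of 200 MYC targets was written out by hand, all of which were tested. This list, those of cell types and other pathways, the tests of genes and lists between clones and tumours, the components, the clusters and the alternative settings of these were fixed before the data were examined, except for leaving out single libraries and tumours. Other tests, among them those of *Rn18s* and of the number of reads, were chosen later. Each list was measured in 2 ways. The mean log2 difference over its genes gives 1 value per tumour and was tested by permuting labels within tumours or within mice, 100000 times, so that tumours are the replicates. The normalized enrichment score (NES) of fgsea ranks all genes by limma's moderated t and treats genes as the replicates.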

To identify phenotypic differences in the clones comprising polyclonal tumours, major and minor clones from heterotypic tumours were again dissected and analysed by transcriptional profiling (Fig. 3 and Extended Data Fig. 5). The pairing of clones within tumours uniquely controls for mouse or regional gut difference and analysis retained this integral relationship. 

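Clones of the same tumour resembled each other in the normalised counts. Over log2 values centred on each gene, the median correlation across genes of the major clone with the minor clone of its own tumour was 0.205, against 0.0416 with the minor clones of other tumours of the same mouse (genes are not independent replicates). Keeping the pairing changed what the test could detect. With the tumour as a block, limma gave 3680 of 16428 genes an unadjusted p under 0.05 between major and minor clones, and without the block it gave 2142, none of which (0 genes) had a Benjamini-Hochberg adjusted p under 0.05.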

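Principal components of the 40 clones were computed from log2(normalised count + 1) of 16428 genes, centred and not scaled. PC1 held 18.5% of the variance, PC2 11.7% and PC3 6.67%. In 15 of 20 tumours the major clone lay on the same side of its minor clone along PC1 (exact two-sided Wilcoxon signed-rank test, p = 0.000586). Along PC2 this also held in 15 of 20 tumours, with smaller differences (p = 0.0484 in the same exact test), and along PC3 in 12 of 20 (p = 0.701, exact). The mouse accounted for 60.6% of the variance of PC2 (permutation test, p = 1e-05, the smallest that 100000 permutations give, Benjamini-Hochberg adjusted p = 9.00e-05 over 9 relations of components with mouse, segment and clone) and for 20.8% of that of PC1 (adjusted p = 0.00807). The segment of the small intestine accounted for 30.2% of the variance of PC2 (adjusted p = 0.00594) and 25.5% of that of PC3 (adjusted p = 0.00931). Since SI30 was sampled in 1 mouse only, the shares of mouse and segment on PC2 overlap. The permutation tests treated the 40 clones as independent. Clones of the same tumour share their mouse and, in nearly all tumours, their segment, and they resembled each other. The p-values for mouse and segment can therefore be too small, and only the shares of variance are read here. With 2 mice, a difference between mice in general cannot be tested. The class of clone accounted for 8.08% of the variance of PC1, 2.29% of PC2 and 0.249% of PC3, and none of these passed the correction (lowest adjusted p = 0.136) in a test that, unlike the signed-rank test, does not use the pairing of clones within tumours. The separation on PC2 moved most when genes were scaled to unit variance, where 11 of 20 tumours shared a direction (p = 0.674, exact). On the 500 genes with the largest variance it was 16 of 20 (p = 0.000483, exact).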

Principal components analysis (PCA) revealed a consistent separation (17 out of 20 tumours) of major and minor clones along PC2, where PC1 and PC3 separated on mouse and intestinal location differences, respectively (Fig. 3a,b and Extended Data Fig. 5b). Hierarchical clustering consistently segregated major and minor clones, indicating that these tended to similarity within that classification rather than in pairs common to the same tumour (Fig. 3c). 

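On the 50 genes with the smallest limma p between major and minor clones, complete linkage divided the 40 clones into clusters of 18 and 22, and 34 clones fell on the side where their class was the majority. These genes were chosen on the clone labels. With labels swapped at random within tumours and the 50 genes chosen anew, a median of 27 clones fell on their own side, and the highest of 99 draws was 36. With the genes chosen on the tumours of the other mouse the number was 23 of 40, with the 500 most variable genes it was 24, and with average linkage on the original 50 genes it was 21, the alternative that moved it most. Over all 16428 genes, with no choice on the labels, the nearest neighbour of a clone by correlation was of the same class for 16 of 40 clones, against 14.0 under random labels (permutation test, p = 0.324). It was the other clone of the same tumour for 12 of 40, against 1.03 by chance, and it came from the same mouse for 38 of 40.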

CRC has been classified into four consensus molecular subtypes (CMS) based on bulk RNA expression signatures, and this classification has been shown to have prognostic value^23,24^. CMS1 correlates with hypermutated microsatellite-unstable cancers with deficient mismatch repair. By contrast, the remaining subtypes are typically microsatellite-stable but can be chromosomally unstable: CMS2 (canonical with high levels of WNT and MYC activation), CMS3 (metabolic with enrichment for *KRAS* mutations), and CMS4 (mesenchymal with epithelial–mesenchymal transition and stromal features). About 10% of tumours contain a mixture of these signatures and remain unclassified by existing algorithms. Tumour classification based on CMS revealed that 40% of minor clones remained unclassified, although this was not a statistically significant enrichment (Extended Data Fig. 5c,d). Their within-tumour pairing indicated that these unclassified minor clones predominantly associated with CMS3 and CMS4 major clones (Extended Data Fig. 5e). Applying the more refined intrinsic CMS (iCMS) classification that focuses on epithelial properties showed relative enrichment for iCMS3 (active RAS signature) in major clones and iCMS2 (increased expression of stem cell and MYC signatures) in minor clones (Extended Data Fig. 5f). Enrichment analysis for Hallmark Pathways indicated that major clones had increased KRAS signalling (normalized enrichment score (NES) = 2.09, *q*-value = 1.58 × 10^−9^) and depleted for MYC signalling relative to minor clones (NES = −1.99, *q*-value = 1.32 × 10^−8^) (Fig. 3d and Extended Data Fig. 5h–j). 

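The MYC target list was lower in the major clone in 13 of 20 tumours, but its mean log2 difference of -0.04 (SD 0.16, n = 20 tumours) was not distinguishable from 0 with tumours as replicates (two-sided permutation test, p = 0.329, Benjamini-Hochberg adjusted p = 0.621 over 17 lists). It was -0.02 without tumour 25 of the male mouse (p = 0.525) and -0.05 without tumour 23 of the female mouse (p = 0.119). The mean was 0.01 in the female mouse (p = 0.746) and -0.08 in the male mouse (permutation test within each mouse, p = 0.108), and the difference between the mice was not distinguishable from 0 (p = 0.179). With genes as replicates the NES was -2.05 (fgsea adjusted p = 3.69e-08), and 75 of 200 genes were higher in major clones, with a median log2 fold change of -0.03 and a median standard error of 0.06. None of them (0 genes) had a limma adjusted p under 0.05, either over all genes or adjusted over the list alone. The adjusted p was 0.00164 with camera at the preset correlation, 0.927 at the estimated correlation of 0.270, and 0.605 with fry. The NES was 0.91 in the female mouse alone (adjusted p = 0.723) and -2.66 in the male mouse alone (adjusted p = 4.16e-17). In both mice it was -1.28 with genes ranked by log2 fold change (adjusted p = 0.0785) and -2.76 with quantile normalization (adjusted p = 1.06e-21), where the mean log2 difference was -0.08 (permutation test, p = 0.0667).

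From scores such as these, together with the genes that differ between clones, the paper proposes that loss of *Apc* can start polyclonal tumours through interactions of clones in each of which the pathways that drive tumours are activated less than optimally.

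**Figure D1:**
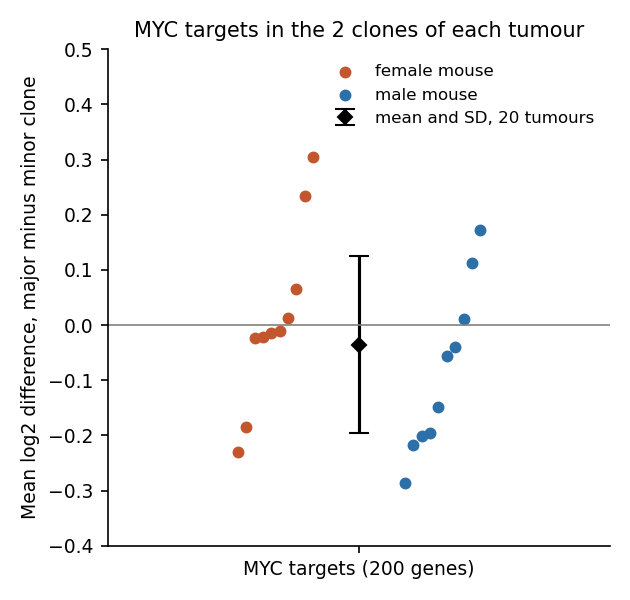
Mean log2 difference between the major and the minor clone of each tumour for the MYC target list (200 genes). Each point is 1 of 20 tumours, coloured by mouse, and the diamond with bars gives the mean and SD over the 20 tumours. The list lies above 0 in 7 tumours.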

KRAS signalling in monoclonal tumours showed a higher net enrichment score than found in minor clones but a lower one than for major clones. By contrast, monoclonal tumours were enriched in expression of targets of MYC compared to both major and minor clones (Fig. 3e,f). 

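The MYC target list had a mean log2(normalised count + 1) of 11.79 ± 0.19 (SD, n = 20) in major clones, 11.83 ± 0.20 (SD, n = 20) in minor clones and 11.84 ± 0.21 (SD, n = 23) in the undivided tumours that stand for the paper's 20 monoclonal tumours. In the undivided tumours it was 12.23, 11.71, 11.67, 11.81, 12.18, 12.28, 11.96, 11.88, 11.76 and 12.06 in tumours 1, 2, 3, 4, 5, 6, 7, 8, 9 and 10 of the female mouse and 11.62, 11.75, 11.78, 12.10, 11.64, 11.51, 11.68, 11.90, 11.87, 11.65, 11.63, 11.66 and 11.93 in tumours 1, 2, 3, 4, 5, 6, 7, 8, 9, 10, 15, 17 and 18 of the male mouse. Neither difference was distinguishable from 0 with tumours as replicates. It was 0.04 against major clones (SD 0.20, higher than their mean in 11 of 23 tumours, permutation test within mice, p = 0.460) and 0.01 against minor clones (SD 0.21, higher in 10 of 23, p = 0.889). The direction differed between the mice. Against minor clones it was 0.14 in the female (permutation test, p = 0.167) and -0.09 in the male mouse (p = 0.240), and against major clones 0.13 (p = 0.183) and -0.01 (p = 0.913). Whether the mice differ was not tested for these comparisons.

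With genes as replicates, the NES was 2.30 against major clones (fgsea adjusted p = 2.07e-11) and 1.24 against minor clones (adjusted p = 0.0779). With camera at the preset correlation the adjusted p was 3.33e-05 and 0.192, and with fry 0.476 and 0.842. Against minor clones the NES was 0.43 without the minor clone of tumour 23 of the female mouse and 2.14 without that of tumour 19 of the male mouse. It was 3.12 in the female mouse alone (adjusted p = 6.05e-31) and -2.04 in the male mouse alone (adjusted p = 1.84e-08). In both mice it was -1.82 with quantile normalization (adjusted p = 1.22e-05) and -1.17 with each library scaled to the same sum (adjusted p = 0.244). No undivided tumour came from SI30. With mouse and segment as covariates the NES was 1.76 and with SI10 and SI20 only it was 1.78, and both passed the threshold. It also passed without the undivided tumours 15, 17 and 18 of the male mouse (1.38). With no covariate it was 1.04. Against major clones the NES was 3.11 in the female mouse alone and -0.82 in the male mouse alone (adjusted p = 0.897). In both mice it was 3.06 with mouse and segment as covariates, 2.91 with SI10 and SI20 only and 1.49 with quantile normalization.

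Between undivided tumours and minor clones, 610 of 16491 genes had a limma adjusted p under 0.05, of which 61.5% were higher in undivided tumours. The number ranged from 274, without the minor clone of tumour 26 of the male mouse, to 959, without that of tumour 19 of the female mouse. The female mouse alone gave 0 genes (1428 at an unadjusted p under 0.05) and the male mouse alone gave 757. With both mice and each library scaled to the same sum, 649 genes differed and 36.7% of them were higher, while the median of all genes shifted to -0.11. Both comparisons use the same 23 undivided tumours. Their fold changes correlated across genes at 0.659 and shared a sign in 72.2% of 16489 genes, which are not independent replicates, against medians of 0.485 and 66.6% in 100 draws with shuffled labels.

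Of 16510 genes, 2 differed between undivided tumours and major clones, of which *Arl5a* (log2 fold change 0.40, limma adjusted p = 0.0382) is named after its value was seen. Without tumour 7 of the male mouse the number was 25, without the major clone of its tumour 19 it was 8, and its median over the 43 libraries left out in turn was 0, beside 1973 genes with an unadjusted p under 0.05. With each library scaled to the same sum of its values, the median of all genes shifted to -0.10 in this comparison.

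**Figure D2:**
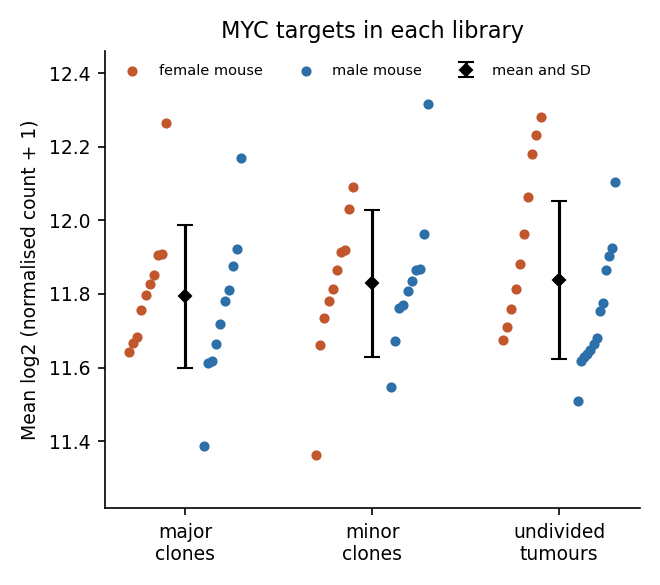
Mean log2(normalised count + 1) of the MYC target list in each library. Points are 20 major clones, 20 minor clones and 23 undivided tumours, coloured by mouse, and diamonds with bars give the mean and SD of each group. The vertical axis does not start at 0. The groups overlap, and undivided tumours span 11.51 to 12.28.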

Analysis of differentially expressed genes identified that major and minor clones were also enriched for expression of secretory and stem cell or replicative genes, respectively (Fig. 3g–k and Extended Data Fig. 5k).

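With the tumour as a block, 188 of 16428 genes differed between major and minor clones (limma, Benjamini-Hochberg adjusted p under 0.05), 110 higher in major and 78 higher in minor clones, and 162 of them changed the same way in at least 16 of 20 tumours. The number depended on single tumours. It was 25 without tumour 20 of the male mouse and 859 without tumour 19 of the female mouse, with a median of 108 over the 20 tumours left out in turn. Quantile normalization of the log2 values gave 366 genes and moved the share that was higher in major clones from 58.5% to 38.5%. Each mouse taken alone gave fewer genes, 33 in the male mouse and 0 in the female mouse, where 1213 had an unadjusted p under 0.05. A test of the clone difference between the mice gave 0 genes, with 1257 at an unadjusted p under 0.05.

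*Atoh1* (ENSMUSG00000073043, chromosome 6, 64706109 to 64708229 on the plus strand of GRCm39), the transcription factor of the secretory lineage, had 225 ± 60.4 normalised counts in major and 144 ± 52.4 in minor clones (SD, n = 20 each). It was higher in major clones in 17 of 20 tumours, with a log2 fold change of 0.69 (standard error 0.13, limma adjusted p = 0.0207, exact Wilcoxon signed-rank test, p = 2.67e-05). *Chga* (ENSMUSG00000021194, chromosome 12, 102520484 to 102531300, plus strand), a gene of enteroendocrine cells, had 1010 ± 426 in major and 616 ± 335 in minor clones and was higher in 15 of 20 tumours. Its log2 fold change of 0.76 (standard error 0.19) had an adjusted p of 0.0517 in limma and p = 0.00315 in the exact signed-rank test. *Hdac2* (ENSMUSG00000019777, chromosome 10, 36850435 to 36877890, plus strand), a histone deacetylase, had 2450 ± 473 in major and 2801 ± 432 in minor clones and was higher in major clones in 4 of 20 tumours. Its log2 fold change was -0.20 (standard error 0.07), with p = 0.00486 in the exact signed-rank test and an adjusted p of 0.0887 in limma. *Cdk4* (ENSMUSG00000006728, chromosome 10, 126895180 to 126903789, plus strand), a kinase of the cell cycle, had 5854 ± 2012 in major and 6830 ± 1965 in minor clones and was higher in major clones in 3 of 20 tumours. Its log2 fold change was -0.24 (standard error 0.07, exact signed-rank test, p = 0.00169, limma adjusted p = 0.0725). *Marchf9* and *Tspan31* overlap *Cdk4* on the other strand, and the library protocol keeps the strand. In the female mouse alone, *Chga* (exact test, p = 0.0645) and *Cdk4* (exact test, p = 0.232) kept their direction and did not pass p = 0.05, and the same held for *Hdac2* in the male mouse alone (exact test, p = 0.0840). The limma adjusted p of *Atoh1* did not pass in the female (0.659) or the male mouse alone (0.0704).

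Of 25 genes that the paper names for these clones or their staining, with *Apc* and *Myc* included, 8 had an adjusted p under 0.05 over all genes and 15 when adjusted over the list alone. The paper chose most of them on these libraries, so the second count is not independent evidence. Besides *Atoh1*, those that passed over all genes were *Hpd* (0.83, higher in 20 of 20 major clones, adjusted p = 0.000183), *Gata6* (0.29, 19 of 20, adjusted p = 0.00573), *Chgb* (0.89), *Spink4* (0.63), *Reg4* (0.74), *A4gnt* (1.56) and *Fzd3* (-0.62, higher in 3 of 20). Among genes labelled as stem cell genes in Fig. 3g, *Tgif2* (-0.52, adjusted p = 0.0572), *Tead2* (-0.29, adjusted p = 0.115) and *Bex4* (-0.91, adjusted p = 0.187) were lower in major clones without passing the correction, which *Tgif2* passed with quantile normalization (-0.55, adjusted p = 0.0408), and *Bmi1* did not differ (-0.02, standard error 0.07).

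The 5 largest increases in major clones were those of *BC049987* (1.70), *Vwa5b2* (1.68), *A4gnt*, *Gm18666* (1.54) and *Ighv5-17* (1.48), of which *Gm18666* is annotated as a pseudogene and *Ighv5-17* belongs to the family of immunoglobulin segments, whose reads can be shared between copies. The 5 largest decreases were those of *Mir6236* (-1.59), *Snora73a* (-1.57), the microRNA gene ENSMUSG00002075188 (-1.56), *Lars2* (-1.45) and *Gm15564* (-1.43). The mean difference of these 5 genes followed that of *Rn18s* across the 20 tumours (Pearson's r = 0.980, Spearman's rho = 0.982, permutation p = 1e-05 for each, the smallest that 100000 permutations give, and 4.00e-05 after adjustment over 4 relations). Without the 2 tumours farthest from the median of *Rn18s*, r was 0.974.

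Lists of cell type genes written by hand were tested in the same way as that of MYC targets. The goblet cell list (20 genes) rose by 0.47 in major clones (SD 0.45, higher in 17 of 20 tumours, permutation test, p = 8.00e-05, adjusted p = 0.00136 over 17 lists). The enteroendocrine cell list (26 genes) rose by 0.59 (higher in 16 of 20, adjusted p = 0.00501) and the enterocyte list (31 genes) by 0.57 (higher in 15 of 20, adjusted p = 0.0360), and neither of these passed in the female (adjusted p = 0.195 and 0.433) or the male mouse alone (0.130 and 0.153). The goblet cell list passed in the male (adjusted p = 0.0320) and not in the female mouse alone (0.246). With both mice together, all 3 passed with fry (adjusted p = 0.00112, 0.0120 and 0.0399), and none with camera at the estimated correlation (lowest adjusted p = 0.132). The intestinal stem cell list (30 genes, 0.09, higher in 12 of 20, adjusted p = 0.312) and the replication list (50 genes, 0.05, higher in 10 of 20, adjusted p = 0.756) did not differ between the clones.

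**Figure D3:**
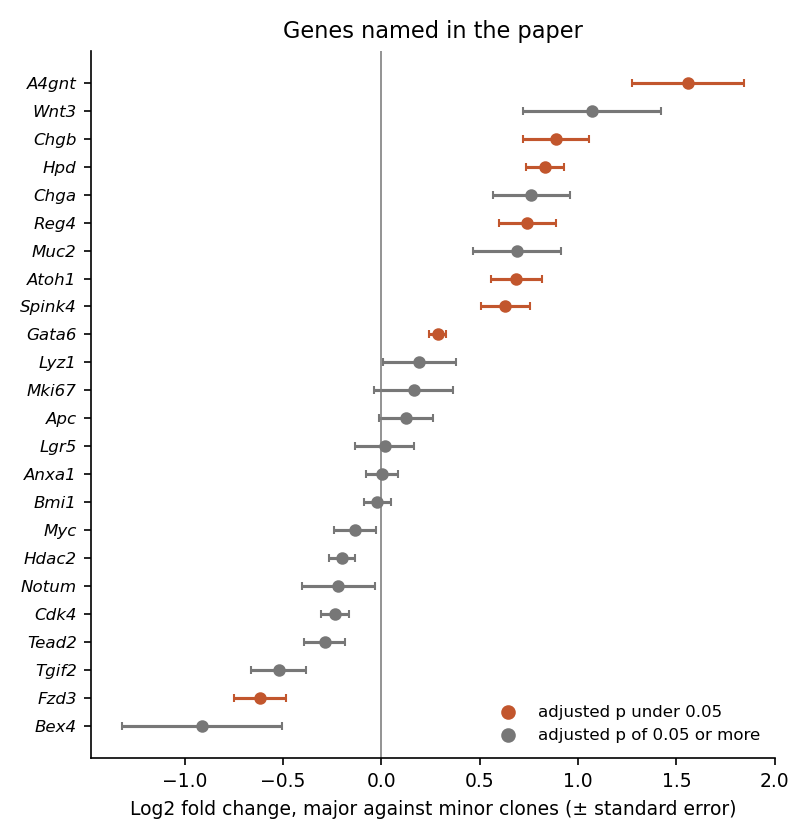
Log2 fold change between major and minor clones of genes named in the paper, with the standard error from limma over 20 tumours. Positive values are higher in major clones. The 8 genes with an adjusted p under 0.05 over all genes are coloured, 7 of them higher in major clones.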

**Fig. 3:**
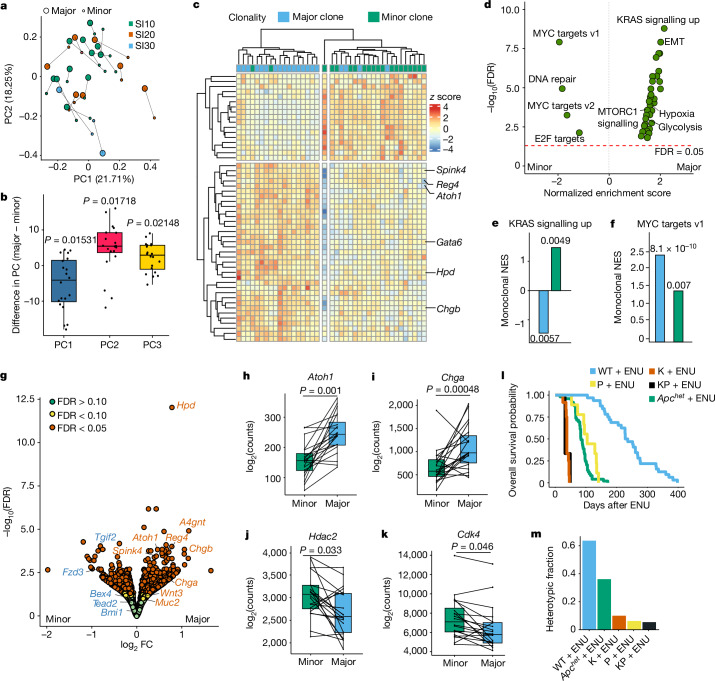
Transcriptional profiling identifies clonal cooperation by reciprocity in RAS and MYC pathways. **a**, PCA of comparison between major and minor clones, showing the first two principal components (PC1 and PC2). Major clones connect to corresponding minor clones. Colour represents location in the small intestine. **b**, Box plot of difference in principal component within major–minor pairs for each of PC1–PC3. Two-tailed one-sample Wilcoxon signed-rank test. **c**, Heat map with hierarchical clustering shows top 50 differentially expressed genes between the major and minor clones. **d**, Volcano plot showing normalized gene set enrichment scores for Hallmark Pathways in the comparison between major and minor clones. Dotted line denotes a false discovery rate (FDR) of 0.05. EMT, epithelial–mesenchymal transition. **e**,**f**, NES of Kras_Signaling_Up (**e**) and Myc_Targets_v1 (**f**) for Hallmark Pathways in monoclonal tumours relative to major clones and minor clones. *n* = 20 biological replicates (20 monoclonal tumours from 2 mice). Values represent FDR from gene set enrichment analysis. **g**, Volcano plot of differentially expressed genes between major and minor clones. Secretory genes are labelled in red and stem cell genes are labelled in blue. FC, fold change. **h**–**k**, Transcript counts for *Atoh1* (**h**), *Chga* (**i**), *Hdac2* (**j**) and *Cdk4* (**k**) in individual major and minor pairs. Paired two-tailed Wilcoxon tests. **l**, Kaplan–Meier survival curves for wild type + ENU, *Trp53*^*null*^ (P) + ENU, *Kras*^*G12D/+*^ (K) + ENU, *Kras*^*G12D/+*^*;Trp53*^*null*^ (KP) + ENU and *Apc*^*het*^ + ENU. *n* = 32 mice for wild type + ENU, 9 mice for P + ENU, 12 mice for K + ENU, 5 mice for KP + ENU and 49 mice for *Apc*^*het*^ + ENU. **m**, Heterotypic fraction across models described in **l**. Assessment based on 22 coloured tumours for wild type + ENU, 249 for *Apc*^*het*^ + ENU, 90 for *Kras*^*G12D/+*^ + ENU, 144 for *Trp53*^*null*^ + ENU and 185 for *Kras*^*G12D/+*^*;Trp53*^*null*^ + ENU. *n* = 20 biological replicates per group in **a**–**k**. Source Data

These findings suggest that *Apc* loss-of-function mutations have the capability to initiate polyclonal tumour development through interactions between clonal populations that have sub-optimal activation of pathways associated with oncogenic transformation including that of *Kras*. To assess whether this capability is dependent on an imbalance in pathway activation between founding cells, the *Kras*^*LSL-G12D*^ allele was intercrossed to *Villin-cre*^*ER*^*;Rosa*^*fl/Confetti*^ mice and treated with tamoxifen and subsequently ENU. Analysis of tumours in these *Kras*^*G12D/+*^*;Confetti* mice confirmed that 90% of tumours were likely to be monoclonal, as indicated by homotypia for Confetti (Fig. 3l,m). To minimize loss of ENU-damaged cells and thus maximize clonal availability, an additional *Trp53*^*fl/fl*^ allele was introduced and the experiment was repeated in *Trp53*^*null*^*;Confetti* mice with and without the *Kras*^*G12D*^ allele. Again, this confirmed the resultant tumours to be overwhelmingly homotypic for Confetti and therefore have a high probability being monoclonal (Fig. 3l,m). By contrast, around 60% of 22 coloured (and therefore informative) tumours arising at low multiplicity and long latency in wild-type mice following ENU were heterotypic for Confetti, indicating that polyclonal tumorigenesis is not dependent on *Apc* field effects (Fig. 3m).

We next investigated whether the clonal status of tumours changes with time (Fig. 4a). Microscopic analysis established that although the heterotypic fraction increased with time, the number of tumours did not (Fig. 4b,c). This implicates tumour growth in the development of polyclonality and supports clonal recruitment as the underlying mechanism^18^. In humans, polyp size is recognized as one of the most important risk factors that determines the risk of developing cancer^25,26^. To determine whether polyclonality could act to increase the risk of cancer development and progression, we investigated the growth characteristics of heterotypic and homotypic tumours. Changing tumour size distributions with time established that heterotypic tumours grew to a larger overall size with a fourfold faster rate of exponential growth than homotypic tumours, confirming observations in other mouse models^7,17^ (Fig. 4d). To determine whether the accelerated growth rate of heterotypic tumours was related to the underlying *Apc* mutational profile, tumours were stratified into those recovered early or late (before or after 80 days, respectively). This indicated a significant under-representation of N-terminal truncations in the early-recovered tumours that provides some evidence for their recruitment as tumours grew (Fig. 4e). To link these observations to tumour phenotype, the transcriptome of heterotypic tumours was reconstructed by sampling transcripts from constituent major and minor clones. This revealed an enrichment of these pseudo-bulk polyclonal tumours in CMS4, which is classically associated with a more aggressive phenotype^27^ (Extended Data Fig. 5l).

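The reads of the clones were not used here, so polyclonal tumours were reconstructed from normalised counts by adding 2 parts of the major clone and 1 part of the minor clone of each tumour, the ratio the paper used. The 20 reconstructed tumours were set against the 23 undivided tumours with the mouse as a covariate. Of 16510 genes, 29 differed (limma, adjusted p under 0.05), and 86.2% of these were higher in the reconstructed tumours. At an unadjusted p under 0.05 the number was 2354. With each library scaled to the same sum 53 genes differed, of which 98.1% were higher, and the median of all genes shifted to 0.12. With quantile normalization 53 genes also differed, of which 66.0% were higher. Equal parts of both clones gave 65 genes, and no filter on low values gave the most, 78. The female mouse alone gave 0 genes (1731 at an unadjusted p under 0.05) and the male mouse alone 1. Each reconstructed tumour averages a pair of libraries, and each undivided tumour is a single library. An average of counts taken before the log2 lies at or above the same average of log2 values. This can raise genes in the reconstructed tumours alone, and its share was not measured.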

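The subtypes were not assigned here. A list of 37 stromal genes written by hand was compared instead, since the paper describes CMS4 as the subtype with stromal features. Its mean log2(normalised count + 1) was higher in the reconstructed tumours than in the undivided tumours by 0.59 (within-group SD 0.95, 16 of 20 above the mean of the undivided tumours, permutation test with labels shuffled within mice, p = 0.0457). Adjusted over 17 lists the p was 0.0932, which does not pass, and with fry it was 0.14. Averaging before the log2 can add to this difference. Without such averaging, the list mean was 8.49 in major clones, 7.92 in minor clones and 7.83 in undivided tumours. The NES was 2.22 (fgsea adjusted p = 4.79e-06). The difference was 0.43 in the female mouse (permutation test, p = 0.221) and 0.68 in the male mouse (p = 0.153). It was weakest in p without the undivided tumours 15, 17 and 18 of the male mouse among the settings that kept both mice (0.48, p = 0.115). The endothelial list (22 genes) was higher by 0.57 (17 of 20, p = 0.00748, adjusted p = 0.0826). The paper reconstructed these transcriptomes to link the growth of heterotypic tumours to their phenotype, and states that the subtype enriched among them is associated with more aggressive tumours.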

**Fig. 4:**
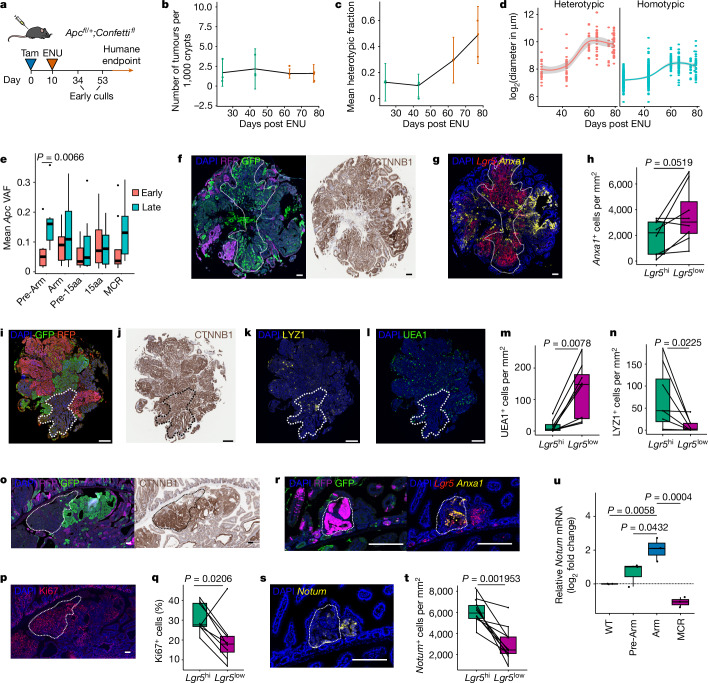
Growth dynamics and clonal phenotyping of heterotypic tumours. **a**, Schematic of experimental approach. Mice were collected at early timepoints or aged until humane endpoint. **b**,**c**, Normalized number of tumours (**b**) and mean heterotypic fraction (**c**) after ENU. Early culls, green; humane endpoint, red. *n* = 3 mice, except at 63 days, where *n* = 2. Data are mean ± s.d. **d**, Growth curves for heterotypic and homotypic tumours. *n* = 3 mice at 24 and 43 days, 1 for other timepoints. Mixed-effects model for exponential growth phase, two-tailed *t*-test *P* < 0.0001. **e**, *Apc* VAFs for indicated domains. Tumours are classed as early (less than 80 days after ENU) and late (more than 80 days after ENU). *n* = 27 samples in the early group and 34 samples in the late group. Two-tailed *t*-test with Benjamini–Hochberg correction. **f,g**, Immunofluorescence staining for GFP and RFP, with β-catenin immunohistochemistry (**f**) or duplex RNAscope staining for *Lgr5* and *Anxa1* (**g**). **h**, *Anxa1* positivity in *Lgr5*^hi^ and *Lgr5*^low^ clones within heterotypic tumours. **i**–**l**, Serial sections of heterotypic tumour. GFP and RFP immunofluorescence (**i**), β-catenin immunohistochemistry (**j**), lysozyme-1 (LYZ1) immunofluorescence (**k**) and UEA1 immunofluorescence (**l**). **m**,**n**, Quantification of UEA1 (**m**), LYZ1 (**n**) in *Lgr5*^hi^ and *Lgr5*^low^ clones within heterotypic tumours. **o**,**p**, Serial sections with immunofluorescence for GFP and RFP and immunohistochemistry for β-catenin (**o**) and immunofluorescence for Ki67 (**p**). **q**, Quantification of Ki67 positivity in *Lgr5*^hi^ and *Lgr5*^low^ clones within heterotypic tumours. **r**,**s**, Serial sections with immunofluorescence staining for GFP and RFP and duplex RNAscope staining for *Lgr5* and *Anxa1* (**r**) or fluorescent RNAscope staining for *Notum* (**s**). **t**, *Notum* positivity in *Lgr5*^hi^ and *Lgr5*^low^ clones within heterotypic tumours. *n* = 12 from 3 mice. **u**, *Notum* expression in *Apc*-mutant organoids. Three independent experiments per sample. Tukey’s multiple comparisons test. In **h**,**m**,**n**,**q**, *n* = 8 tumours from 3 mice. Paired two-tailed Wilcoxon test. Scale bars: 100 μm (**f**,**g**,**i**–**l**,**o**,**p**), 50 μm (**r**,**s**). Source Data

## Clonal properties confer heterogeneity

It has recently been proposed that human and mouse intestinal tumours develop from a fitness landscape that includes both canonical homeostatic LGR5^hi^ stem cells and regenerative LGR5^low^ stem cells defined by fetal marker expression such as *Anxa1*^28,29^. Tumours retain populations of both stem cell types reflecting a more plastic state^30^. To explore whether there were differences between clonal constituents in their representation of different stem cell types a tissue microarray of heterotypic tumours was probed for expression of stem cell (*Lgr5* and *Anxa1*), proliferative (Ki67) and secretory (UEA1 and LYZ1) markers (Fig. 4). This revealed segregation of mutually exclusive *Lgr5*^hi^ and *Anxa1*^hi^ tumour regions that overlaid the clonal territories defined by Confetti (Fig. 4f–h). Paneth cell markers are known to be increased with *Apc* loss and to associate with *Lgr5* expression^31–33^. Comparing goblet and Paneth cells markers (UEA1 and LYZ1, respectively) identified a reciprocal relationship with the former associating with *Lgr5*^low^ regions and the latter associating with *Lgr5*^hi^ regions (Fig. 4i–n). *Lgr5*^hi^ regions also contained more proliferating cells than *Lgr5*^low^ regions (Fig. 4o–q). Together, these results support that polyclonal tumours are maintained by different stem cell states that are spatially segregated and defined by their *Apc* mutational status.

In an attempt to reconcile our findings with the previously described supercompetitor behaviour of *Apc* mutants, we probed the expression of the Wnt antagonist NOTUM in serial sections from heterotypic tumours (Fig. 4r,s). This revealed a clear difference in the level of *Notum* RNA expression within tumours that overlaid Confetti-defined subclones, with *Lgr5*^hi^ clones expressing a higher level of *Notum* (Fig. 4t). To investigate whether this difference depends on the nature of the *Apc* mutation, we created an isogenic allelic series of *Apc* truncations in organoids to reflect the main driver events identified in the model by sequencing. This analysis confirmed that the relative expression of *Notum* was significantly lower in the variants N- or C-terminal to the Armadillo domain (Fig. 4u and Extended Data Fig. 5m). This indicates that *Apc*-mutant clones are likely to differ in their ability to influence neighbouring cells and, from the observations on polyclonal tumours reported here, that supercompetitive behaviour also promotes clonal cooperation (Extended Data Fig. 5n).

Although often initiated by a ‘just right’ combination of *Apc* mutation that preserves at least one β-catenin binding domain in one allele, dysregulation of Wnt signalling is an ongoing process in the progression of CRCs^34^. Loss-of-function mutations in Wnt antagonists and modifiers continue to be selected^21,35–38^. The development of polyclonal tumours from clones with distinct *Apc* mutational profiles suggests that just right conditions for tumour initiation can be achieved by cooperation between founder clones reciprocating in their perturbation of APC–MYC and KRAS pathways.

Adenomas represent the earliest recognized stage of tumour formation that leads to cancer in patients, but few profiling studies have been performed. However, human analyses accompanying this study confirm that polyps arising from genetic predisposition or sporadically frequently have complex clonal origins^39^. The degree to which polyclonal polyps have an increased risk of developing into carcinomas remains uncertain but their larger size already accommodates one such risk factor^40^. The extent to which *APC* mutational profiling indicates an aetiology for sporadic human polyps similar to that described here will also be important for assigning risk of progression associated with the phenomenon. Finally, clonal cooperation may no longer be required in more advanced cancers^41^. Multiregional sampling of such cancers that reconstruct initial trunk mutations and later branching ones would support this view^42–47^. However, such analyses require identification of a founder clone and polyclonality may be under-reported for this reason^48,49^. Where this constraint has been addressed, polyclonal sporadic CRCs have been identified^50^.

## Methods

### Mice

The intestinal epithelium-specific inducible Cre (*Villin-creERT2)*^51^ (JAX020282) line was crossed with *Apc*^*fl/+*^ (ref. ^52^) and *R26R-Confetti*^53^ (JAX017492) lines on a C57BL/6 background to obtain mice heterozygous for these alleles. Additionally, the LSL-*Kras*^*G12D*^^54^ (JAX008179) and *Trp53*^*fl/fl*^^55^ alleles were used in some experiments. Genotyping was performed by Transnetyx using real-time PCR.

### Animal husbandry

Male and female mice of at least 8 weeks of age were used for the experiments. Mice were housed under controlled conditions (temperature (21 ± 2 °C), humidity (55 ± 10%), 12 h light/dark cycle) in individually ventilated cages in a specific pathogen-free facility (tested according to the recommendations for health monitoring by the Federation of European Laboratory Animal Science Associations). Food and water were provided ad libitum. None of the mice had been involved in any procedure prior to the study. For survival curve generation, the mice were aged until they showed pre-defined clinical signs of tumour burden (anaemia, hunching, and loss of body condition). No mice were allowed to exceed these pre-defined endpoints. No randomization or blinding was used. Sample sizes were determined from the results of preliminary experiments. All animal experiments were performed in accordance with the guidelines of the UK Home Office under the authority of a Home Office project licence (PD5F099BE) approved by the Animal Welfare and Ethical Review Body at the CRUK Cambridge Institute, University of Cambridge.

### Field induction and mutagenesis

Induction of tumour suppressor and/or oncogene fields (along with the Confetti multicolour lineage reporter) was triggered by a single intraperitoneal injection of 4 mg tamoxifen (Merck T5648) dissolved in ethanol/sunflower oil (1:9). Chemical mutagenesis was performed exactly 10 days after field induction using 200 mg kg^−1^ ENU dissolved in ethanol/phosphate-citrate buffer (1:9) given intraperitoneally.

### Tissue clearing

Mice were culled by cervical dislocation. The whole intestine was dissected, flushed with cold PBS, cut longitudinally, and wholemounted. Following fixation in 4% paraformaldehyde for 24 h at 4 °C, the tissue was washed in PBS and randomly chosen segments of the bowel were excised. Optical clearing was performed using the CUBIC protocol^56^. In brief, excised segments were incubated with CUBIC-1a solution (10% urea, 5% *N*,*N*,*N*′,*N*′-tetrakis(2-hydroxypropyl) ethyl-enediamine, 10% Triton X-100 and 25 mM NaCl in distilled water) at 37 °C for 7–10 days with alternate day solution changes. DAPI was used for nuclear counterstaining at a dilution of 1:1,000. The cleared tissue was then washed in PBS for 24 h. Additional clearing and refractive index matching were performed with Rapiclear 1.52 (SunJin Labs 152002) for 24 h. Finally, the samples were mounted in a 0.25 mm i-Spacer (Sunjin Labs) for confocal imaging.

### Microscopy

Images were acquired on a Leica SP5 TCS confocal microscope (LAS software v2.8.0, Leica) with a 10× objective, 1.4–1.7 optical zoom and 8–12 μm *z*-steps throughout the whole thickness of the tissue. Image analysis was performed using ImageJ software^57^. All identified tumours had their Confetti status manually assessed at all of the acquired *z* positions. A tumour was only identified as heterotypic if it showed evidence of glands of at least two Confetti colours or one Confetti colour in the presence of unlabelled glands. Single intermixed glands were disregarded for the purpose of determining heterotypic status, as they most probably represent entrapped normal crypts.

### Immunohistochemistry

Wholemounts or swiss rolls were fixed in 4% paraformaldehyde for 24 h at 4 °C before paraffin embedding and sectioning by the CRUK CI Histopathology Core. Haematoxylin and eosin (H&E) staining was performed using an automated ST5020 Multistainer (Leica Biosystems). Staining for β-catenin and *O*-6-ethyl-guanine was performed on Leica’s automated Bond-III platform in conjunction with the Polymer Refine Detection System (Leica, DS9800). In brief, epitope retrieval was performed using Leica Epitope Retrieval Solution 1 (Leica, AR9961) at 100 °C. Blocking was performed with Protein Block Buffer (Dako, X090930-2). Following incubation with primary antibody against β-catenin (0.25 μg ml^−1^, mouse, 610154, BD Biosciences) or O-6-ethyl-guanine (0.5 μg ml^−1^, rat, SQX-SQM001, Squarix Biotechnology), sections were incubated with secondary antibody (rabbit anti-rat, Bethyl Laboratories, A110-322A at 1:250 or rabbit anti-mouse IgG1, Abcam, ab125913 at 1:1,500) before development and mounting. For β-catenin staining, an additional mouse-on-mouse blocking step was performed.

### Immunofluorescence on paraffin sections

Heat-mediated epitope retrieval was performed on rehydrated 3-μm-thick paraffin sections in 10 mM sodium citrate (pH 6.0). The sections were then incubated in blocking solution (10% donkey serum and 0.05% Tween-20 in PBS) at room temperature for 30 min. Primary antibodies against RFP (1:100, rabbit, R10367, Thermo Fisher), GFP (1:100, chicken, ab13970, Abcam), Ki67 (1:100, rat, 14-5698-82, Thermo Fisher), or lysozyme (1:100, goat, sc-27958, Santa Cruz) were diluted in blocking solution, in which sections were then incubated in the dark at 4 °C for 12 h. Sections were washed and incubated with fluorophore-conjugated secondary antibodies (donkey anti-rabbit A31572, goat anti-chicken A11039, donkey anti-goat A21447, Thermo Fisher) diluted 1:200 in 0.05% Tween-20 in PBS for 45 min at room temperature. DAPI (1:1,000) was used for nuclear counterstaining along with native Ulex Europaeus Lectin 1 (UEA1) (AbD Serotec, 9420-00024) used at 1:200. After washing, the stained sections were mounted using ProLong Gold Antifade Mountant (Thermo Fisher, P36930).

### RNAscope

Simultaneous detection of *Lgr5* and *Anxa1* and detection of *Notum* were performed on paraffin embedded sections using Advanced Cell Diagnostics (ACD) RNAscope 2.5 LS Duplex Reagent Kit (322440), RNAscope 2.5 LS Probe- Mm- Anxa1 (509298), RNAscope 2.5 LS Probe-Mm-Lgr5-C2 (312178-C2), and RNAscope 2.5 LS Probe-Mm-Notum-C1 (428988-C1) (ACD). Three-micrometre-thick sections were baked for 1 h at 60 °C before loading onto a Bond RX instrument (Leica Biosystems). Slides were deparaffinized and rehydrated on board before pre-treatments using Epitope Retrieval Solution 2 (AR9640, Leica Biosystems) at 95 °C for 15 min, and ACD Enzyme from the Duplex Reagent kit at 40 °C for 15 min. Probe hybridization and signal amplification were performed according to manufacturer’s instructions. Fast red detection of C2 was performed on the Bond Rx using the Bond Polymer Refine Red Detection Kit (Leica Biosystems, DS9390) according to ACD protocol. Slides were then removed from the Bond Rx and detection of the C1 signal was performed using the RNAscope 2.5 LS Green Accessory Pack (ACD, 322550) according to kit instructions. Slides were heated at 60 °C for 1 h, dipped in Xylene and mounted using VectaMount Permanent Mounting Medium (Vector Laboratories, H-5000). The slides were imaged on the Aperio AT2 (Leica Biosystems) to create whole slide images. Images were captured at 40× magnification, with a resolution of 0.25 μm per pixel.

### Immunostaining quantification

All histological quantification was performed using QuPath (v.0.4.3; https://github.com/qupath/qupath)^58^. Annotations based on *Confetti* status were first manually created for each heterotypic tumour using a section stained for RFP and GFP. Positive cells for other markers were then identified using the positive cell detection feature with intensity threshold of 5 and a nucleus background radius of 8 μm, using DAPI as nuclear marker. For chromogenic or fluorescent duplex RNAscope staining, immunofluorescent detection of LYZ1 and UEA1, results were reported as the number of positive cells per unit area of the annotation. For Ki67 staining, results were reported as percentage of DAPI-positive cells.

### Tumour microdissection

Confocally imaged intestinal segments were washed with PBS and pinned onto black silicone pads. Tumours were visualized under a fluorescence dissecting microscope (Leica MZ16F) and were either dissected whole or micro-dissected using fine scissors and forceps.

### DNA extraction and amplicon sequencing library preparation

DNA extraction from bulk or micro-dissected tumours was performed using a QIAmp DNA FFPE Tissue kit (Qiagen, 56404) according to the manufacturer’s instructions, apart from a longer lysis incubation time of 12 h at 56 °C and omission of the 90 °C incubation step. The purified DNA was quantified using a NanoDrop spectrophotometer. Extracted DNA was stored at −20 °C.

### Targeted amplicon panel design

Standard BioTools’ D3 Assay Design software was used to design a targeted panel of primers covering ten genes (*Apc*, *Ctnnb1*, *Kras*, *Nras*, *Hras*, *Braf*, *Pten*, *Fbxw7*, *Smad4* and *Trp53*). *Apc*, *Ctnnb1*, *Kras* and *Trp53* had 100% of their exonic regions covered by the panel, whereas the coverage for the other genes was limited to previously identified hotspots on an exome hybridization panel (unpublished). All the targeted nucleotides in the panel were covered by at least two amplicons apart from *Apc* and *Pten*, which had 99.2% and 77% dual coverage, respectively.

### Targeted amplicon library preparation

The targeted amplicon library was prepared according to the Standard BioTools protocol using the 8.8.6 integrated fluidic chip (IFC) and the Juno system. In brief, each IFC allowed the highly multiplexed interrogation of 48 samples against 8 independent panels of primers, leading to the generation of 286 amplicons for each sample. The harvested amplicons from each IFC were quantified using a Bioanalyzer 2100 (Agilent) and pooled equimolarly. Sequencing was performed as paired end 150-bp reads on the Illumina platform.

### Mutation calling and filtering

FASTQ files were aligned against the Genome Reference Consortium mouse genome 39 (GRCm39)^59^ using BWA-MEM (https://github.com/lh3/bwa). Mutation calling was performed using the ampliconseq pipeline (https://github.com/crukci-bioinformatics/ampliconseq) with VarDict as variant caller and a minimum allele fraction threshold of 0.01. Variant annotation was performed using Ensembl VEP^60^. The list of called mutations was filtered to remove variants that did not pass internal noise filters. Indels were removed because of the predilection of ENU to predominantly cause single-nucleotide variants^61^. Finally, variants were retained only if they were called in at least two amplicons per sample and supported by at least five mutant reads. Given that codons 73–84 and 122–139 of *Apc* were only covered by one amplicon, variants falling in these regions were manually inspected, and only retained if they were called by at least five mutant reads and a VAF of more than 0.01. This only affected one sample (2122307_26).

### RNA isolation and library preparation

Freshly dissected tumours were immediately placed in RNAlater (Thermo Fisher, AM7021) and stored at 4 °C. RNA was extracted using an RNeasy Plus Mini Kit (Qiagen, 74136) according to the manufacturer’s instructions. Purified total RNA was quantified using a Qubit 2.0 fluorometer (Thermo Fisher), and integrity was assessed using a TapeStation 4200 (Agilent Technologies). Only samples with RNA integrity number equivalent (RINe) > 8.0 were used for sequencing. Sequencing library preparation was performed with a starting input of 100 ng RNA using the Illumina Stranded mRNA Prep Kit (Illumina, 20040534), according to the manufacturer’s instructions. The equimolarly pooled library was quantified using a Quant-it High Sensitivity fluorometer, and sizing was performed with Tapestation. Sequencing (paired end 50-bp reads) was performed on an S2 flow cell on an Illumina NovaSeq6000 platform.

### RNA-sequencing data analysis

Sequence read quality was assessed using FastQC (v0.11.9; http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Adapter content was trimmed from the reads using Trimmomatic (v0.39)^62^. Trimmed reads were aligned to GRCm39 Ensembl release 103 for quality control purposes using STAR version 2.7.7a^63^ and quality control of the aligned reads was carried out using Picard tools (v2.27.3). Gene expression quantification was carried out using Salmon (v1.9.0) against indexes generated from Gencode Mouse release M30. Differential gene expression was performed using the DESeq2 package^64^. Genes were determined to be statistically differentially expressed at an adjusted *P* value of 0.05. Gene set enrichment analysis was performed in R using the GSEA function of the clusterProfiler package (version 4.4.4)^65^. Signature scores were based on the Hallmark Pathways^66^ and published gene sets for mouse ISCs by Muñoz et al.^67^, Merloz-Suarez et al.^68^ and mouse small intestinal and colonic secretory signatures from Tomic et al.^69^. Additional published Wnt pathway and *Apc* knockout gene sets, as well as an unpublished mouse intestinal-specific *Kras*^*G12D*^ list of genes were used^70^. Mouse intestinal cell-type signatures were derived from a compendium of single-cell RNA-sequencing experiments hosted at PanglaoDB^71^. Consensus Molecular Subtyping was performed on DESeq2 vst normalized counts using gene set collection C in the MmCMS package^24^ (https://github.com/MolecularPathologyLab/MmCMS). Pathway-derived subtyping was performed using the PDSclassifier package described by Malla et al.^72^, using the default prediction probability of 0.6 as recommended (https://github.com/sidmall/PDSclassifier).

For the pseudo-bulk analysis (Extended Data Fig. 4l), bulk RNA-sequencing reads from paired major and minor clones were randomly sampled at a 2:1 ratio and compiled to create a new pseudo-sample. Differential gene expression analysis was performed between these pseudo-tumours and monoclonal tumours using the DESeq2 pipeline as described above.

### Organoid culture

Standard growth medium consisted of advanced DMEM/F12 (ADF) (Invitrogen, 12634-028) with 10 mM penicillin-streptomycin (Gibco, 15140122), 10 mM l-glutamine (Gibco, 35050-061), 10 mM HEPES (Life Technologies, 15630106), N-2 supplement (Invitrogen, 17502-048), B27-supplement (Invitrogen, 12587-010), 50 ng ml^−1^ recombinant human EGF (Peprotech, AF-100-15) and 100 ng ml^−1^ recombinant murine Noggin (Peprotech, 250-38). Dissociation medium was made with DMEM (Gibco, 11965092), 2.5% FBS, 10 mM penicillin-streptomycin, 75 U ml^−1^ collagenase IV (Worthington Biochem, LS004188), 50 μg ml^−1^ liberase TL (Roche, 5401020001) and 0.8 μg ml^−1^ DNAse I (StemCell Tech, 07900).

Micro-dissected mouse intestinal tumours were immediately placed in 200 μl dissociation medium at the time of dissection. They were incubated at 37 °C for 30 min. Next, 5 ml ice-cold ADF was added and the sample was spun at 1,200 rpm at 4 °C and supernatant aspirated. The pellet was resuspended in 5 ml ADF and spun down again. After aspirating the supernatant, the pellet was resuspended in a small volume of Cultrex Basement Membrane Extract (R&D Systems, 3433-001-R1). This was plated and left to set at 37 °C for 10 min before the addition of growth media. Organoids were grown at 37 °C, 5% CO_2_ and 21% O_2_.

### CRISPR-based editing of organoids

CRISPR-based knockout of *Apc* was performed as described by Skoufou-Papoutsaki et al.^73^. In brief, mouse small intestinal organoids were single-cell dissociated at 37 °C in TrypLE Express (Gibco, 12605010) and Y-27632 (1:1,000, Tocris, 1254) for 30 min. One-hundred thousand cells were then incubated with a Cas9 enzyme (TrueCut Cas9 Protein v2, Invitrogen, A36497) and single guide RNA (sgRNA) complex (Synthego). sgRNAs were designed using Benchling (https://www.benchling.com/) and Indelphi (https://indelphi.giffordlab.mit.edu/)^74^. Guides were designed to lead to out of frame indels and therefore, truncations at codons S96 (pre-Armadillo domain), T619 (Armadillo domain) and F1378 (MCR). The sgRNA sequences were: pre-Armadillo, CCTTCGCTCCTACGGAAGTC; Armadillo: TGTCTGGCTCCGGTAAGTGA; and MCR, TGAATACGAGCGGAGTCTCC. The cells were then transferred into a 16-well nucleovette strip (Lonza) and incubated for 10 min at room temperature. Electroporation was performed on an Amaxa 4D Nucleofector (Lonza) using the DS138 programme. After 10 min at 37 °C, cells were transferred to a 0.5 ml tube, suspended in 20 μl Cultrex and plated as described above. Once organoids were formed (usually about 7–10 days after plating), single organoids were picked using a EZGrip micropipette (CooperSurgical Fertility Solutions) under microscopic visualization. Single-picked organoids were then placed in 5 μl TrypLE Express for 10 min at room temperature, mixed with 15 μl Cultrex and replated to generate clonal organoids. DNA was extracted using the PicoPure DNA extraction kit according to the manufacturer’s instructions. PCR was performed using custom designed primers and the product Sanger sequenced. PCR primers used were: Pre_Armadillo forward, GGCAGATGGGTTCAAAGGGGTAGAG; Pre_Armadillo reverse, AAACTCCCACGCACACACAGTACTT; Arm forward, TGACTCATAGAAACAGCACTGACCCA; Arm reverse, GCATGGCTGGATTTCTCAACTACCA; MCR forward, TCAGACAACACAGGAAGCAGA; and MCR reverse, GGCCCACTCTCTCTCTTCTC. Deconvolution was performed using the ICE Synthego platform (https://ice.synthego.com/) to determine the knockout score and clonality.

### Quantitative PCR

cDNA was synthesized from 1 μg RNA using the iScript cDNA synthesis kit (Bio-Rad, 1708891). Real-time quantitative PCR for *Notum* was performed using a Taqman gene expression assay (Mm01253273_m1) according to the manufacturer’s instructions on a QuantStudio 6 (Applied Biosystems). Relative fold change in gene expression was calculated using the $${2}^{-{{\rm{\Delta \Delta }}C}_{{\rm{t}}}}$$ method. All ΔΔ*C*_t_ values were normalized to the housekeeping genes *Gapdh* (Mm99999915_g1) and *Rpl37* (Mm00782745_s1).

### Haplotype transcript phasing of *Apc* truncating mutations

mRNA was isolated from micro-dissected minor tumour clones as described above. First strand cDNA synthesis was carried out using a NEB ProtoScript II First Strand cDNA synthesis kit (E6560) according to the manufacturer’s instructions. Both oligo-dT or a gene specific reverse primer (rev_3699 GCCTTTTGGCATTAGATGGA) were used.

NEB Q5 High-Fidelity DNA polymerase (M0491S), with primers hybridizing to exons 4 and 16 of *Apc* (for_261-AAAAATGTCCCTTCGCTCCT and rev_3149-CTGTGAGGGACTCTGCCTTC, respectively) was used for PCR amplification of cDNA template. For each sample a different five nucleotide barcode was incorporated onto the 5′ end of the forward primer. PCR products of each minor clone sample were first analysed by gel electrophoresis to confirm expected size distribution (several bands due to alternative splicing and Cre-mediated excision of exon 15 with a mean size of 2,585 bp), purified, quantified and then pooled in an equimolar ratio. A PacBio SMRTbell library was constructed and sequenced on a PacBio Revio SMRT Cell (25 M, 24 hr) by the Earlham Institute, Norwich, UK.

Sequenced reads were provided in unaligned BAM (uBAM) format. The reads were first converted back to FASTQ format using samtools (version 1.20). Reads were demultiplexed into individual sample FASTQ files based on their barcode sequence using a custom Python script. The FASTQ files were then aligned to the mouse reference genome (GRCm39) using the Minimap2 aligner (version 2.28) with default parameters. Genomic references for alignment were downloaded from Ensembl. The resulting BAM files were split into isoform specific BAM files using bedtools (version 2.31.1). Mutation calling was carried out on each isoform/sample bam file using Mutect2 in tumour only mode on each sample using the nf-core sarek pipeline^75^ (https://github.com/nf-core/sarek). Mutect2 was run with default parameters except the “WELLFORMEDREADFILTER” was disabled in order to avoid reads being discarded due to the intron gaps, and the “max-reads-per-alignment-start” was set to 0 to avoid downsampling. References of known SNPs and short indels were downloaded from the Mouse Genomes Project. The resulting VCF files were annotated using the Ensembl Variant Effect Predictor (VEP) tool (version 112). Annotated VCF files were converted into tabular format for further analysis using a custom R script.

To determine the error rate of long-read sequencing in this context, four samples were technically duplicated. The minimum VAF threshold for downstream filtering was chosen so that duplication of mutation calls in technical replicates was achieved. This was found to be 0.02. Additionally, mutation calls were filtered to only include nonsense mutations with ≥100 read depth.

### Whole genome sequencing and copy number analysis

Libraries for whole genome sequencing were prepared from 400 ng of genomic tumour DNA using an Illumina DNA PCR-Free Prep Tagmentation kit (20041795). Prepared libraries were sequenced on a NovaSeq6000 sequencer. Reads were aligned to the mm10 reference genome using BWA v0.7.17 and aligned reads were processed with QDNAseq v1.30.0 to generate copy number data. Read counts within 100-kb bins were normalized relative to a matched normal sample from the sample model prior to segmentation. Ploidy (defined as 2 by default) and cellularity estimation (2 × average VAF) and absolute copy number fitting were carried out using Rascal v0.7.0^76^ (https://github.com/crukci-bioinformatics/rascal).

### Confetti labelling simulation

To perform the Confetti labelling simulation (Extended Data Fig. 1f), a custom PERL script was written to randomly assign a Confetti label to crypts in a 10 × 100 field of unmarked crypts, using the observed Confetti fluorophore frequencies (CFP 2.7%, YFP 4.1%, and RFP 3.8%). The number of patches (contiguous crypts with the same fluorophore) was quantified for each simulation (a total of 1,000 simulations were run for each fluorophore), and the distribution of coloured crypts within particular patch sizes was calculated.

### Random collision modelling

Following an approach described by Novelli et al.^14^, a Poisson approximation to the binomial distribution was carried out to estimate the number of collisions expected purely by chance. In brief, this model assumes a one-dimensional arrangement of *y* crypts containing *n* adenomas each of width *x*. The number of inter-adenoma spacings that are less than *x* (that is, the number of collisions between adenomas) is approximately binomially distributed with a probability $$P=1-{{\rm{e}}}^{-\frac{nx}{y}}$$. From this, the expected number of collisions for each intestinal region (and therefore, heterotypic tumours) is given by *nP* and the variance by *nP*(*1* *−* *P*).

To investigate whether heterotypic tumours arise in regions of highest density, the spatstat package was used to calculate local spatial tumour density within each imaged bowel segment. The local spatial density was extracted at the location of each tumour, and densities at heterotypic tumours were compared to those of non-heterotypic tumours using a Q–Q plot and the Kolmogorov–Smirnov test. This allows assessment of whether the density distributions differ between these groups, with the hypothesis that densities would be higher on average at heterotypic tumour locations if clustering occurs in high density regions.

Additionally, a simulation making use of the observed growth rates of tumours in the *Apc*^*het*^ + ENU model was created. For each confocally imaged region of intestine, a number of points were initialized at *t* = 0 after ENU with each point attributed a Confetti label (based on observed frequencies of CFP, RFP, YFP and uncoloured crypts) and a growth rate sampled from the distribution of observed growth rates. These points were then allowed to expand until the simulation was stopped at the humane endpoint reached by the mouse. The number of collisions resulting in heterotypic tumours for each of these simulations was tallied. The simulations were repeated for 10,000 seeds for each segment of intestine scored. The observed number of heterotypic tumours was then compared to the expected number for each sample using a paired two-tailed *t*-test.

### Modelling of tumour growth

To quantify the growth dynamics of heterotypic and homotypic tumours (Fig. 4d), a mixed-effects model was built using the package nlme using mouse identity as a random effects term. The rate of tumour expansion was quantified during the exponential growth phase (that is, between timepoints 40 and 63 days after ENU).

### Bootstrap approach for *Apc* mutation probability

Inference for the comparison of the probabilities of mutation per location between the monoclonal and major (independent) groups, monoclonal and minor (independent) groups and major and minor (dependent) groups was performed by defining percentile confidence intervals via a per tumour type (that is, monoclonal versus polyclonal) stratified non-parametric bootstrap for the difference in probabilities of interest.

### Statistical analyses and reproducibility

Visualization and statistical analysis of data were performed in the R statistical computing environment (version 4.2.3) or GraphPad Prism version 10.2.2 (341). Multiple testing correction of *P* values was carried out using the Benjamini–Hochberg method^77^ for the RNA sequencing. All immunostaining and RNAscope experiments were performed on at least three independent biological replicates (three different mice). Micrographs depict representative data derived from at least three independent biological replicates. Statistical tests and corresponding *P* values are indicated in the figure legends and figures, respectively. Box plots display the distribution of data using the following components: lower whisker show the smallest observation greater than or equal to lower hinge minus 1.5× IQR; lower hinge shows the 25% quantile; the centre line shows the median, 50% quantile; the upper hinge shows the 75% quantile; the upper whisker shows the largest observation less than or equal to upper hinge plus 1.5× IQR.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-024-08053-0.

## Supplementary information

Supplementary Fig. 1 This supplementary figure contains the uncropped gel relating to Extended Data Fig. 3d.

Reporting Summary

Supplementary Table 1 This table contains details for the amplicons used in the amplicon sequencing experiment.

## Source data

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 3

Source Data Fig. 4

## Data Availability

The RNA-sequencing data generated in this study are publicly available through the Gene Expression Omnibus (GEO) with the accession code GSE272850. DNA sequencing data, including amplicon sequencing and long-read sequencing, have been deposited to the Sequence Read Archive (SRA) with BioProject ID PRJNA1141743. Source data are also available via figshare at 10.6084/m9.figshare.24771732 (ref. ^78^). Source data are provided with this paper.

# Supplementary material for: Polyclonality overcomes fitness barriers in Apc-driven tumorigenesis
**Source:** Nature. 2024 Oct 30;634(8036):1196–203. doi: 10.1038/s41586-024-08053-0
**Supplement:** Supplementary file 1 — This supplementary figure contains the uncropped gel relating to Extended Data Fig. 3d.

---

**Supplementary information**

---

**Polyclonality overcomes fitness barriers in  
*Apc*-driven tumorigenesis**

---

In the format provided by the  
authors and unedited

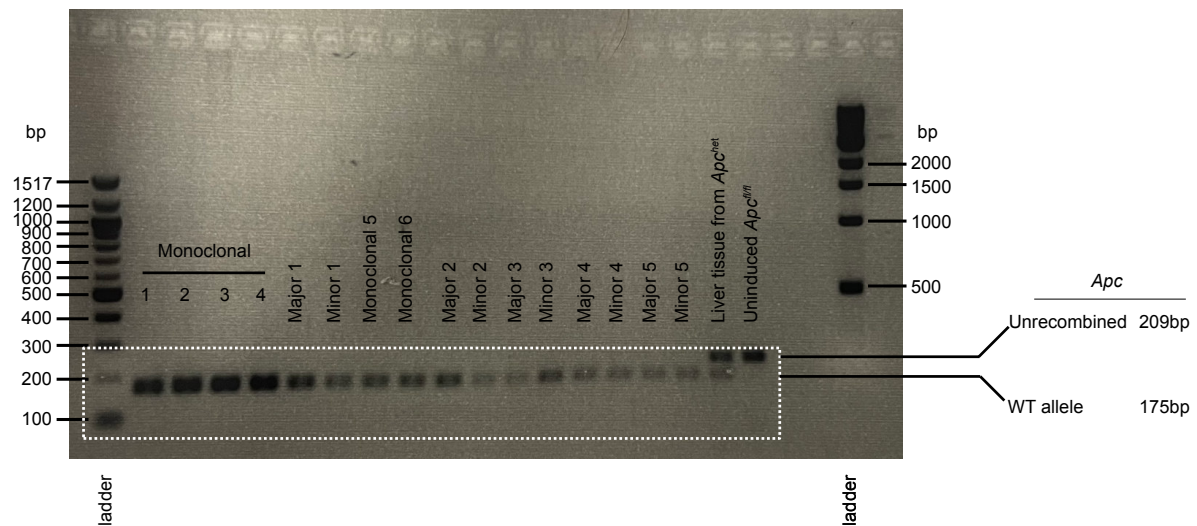

**Supplementary Figure 1:** Uncropped gel. Uncropped ethidium bromide stained agarose gel related to Extended Data Fig. 3d. White dashed line represents the cropped region presented in the corresponding Figure.

# Supplementary material for: Polyclonality overcomes fitness barriers in Apc-driven tumorigenesis
**Source:** Nature. 2024 Oct 30;634(8036):1196–203. doi: 10.1038/s41586-024-08053-0
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | <p>Microscopy and scoring:<br/>Leica SP5 TCS confocal microscope with LAS X software (v2.8.0, Leica)<br/>QuPath (v.0.4.3, <a href="https://github.com/qupath/qupath">https://github.com/qupath/qupath</a>)<br/>ImageJ2 (version 2.14.0/1.54f)</p> <p>Quantitative PCR:<br/>QuantStudio 6 (Applied Biosystems)</p> <p>Amplicon design:<br/>Standard Biotoool D2 Design Software (<a href="https://d3.standardbio.com/account/login">https://d3.standardbio.com/account/login</a>)</p> <p>CRISPR guide design:<br/>Benchling (<a href="https://www.benchling.com/">https://www.benchling.com/</a>)<br/>Indelphi (<a href="https://indelphi.giffordlab.mit.edu/">https://indelphi.giffordlab.mit.edu/</a>)</p> <p>CRISPR analysis:<br/>ICE Synthego platform (<a href="https://ice.synthego.com/">https://ice.synthego.com/</a>)</p> <p>Custom code deposited at: <a href="https://github.com/sadieni/polyclonality">https://github.com/sadieni/polyclonality</a></p> |
| Data analysis   | <p>Analyses were performed predominantly with R version 4.2.3 (2023-03-15) or GraphPad Prism version 10.2.2 (341).</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

## Data analysis

RNA sequencing analysis:  
 FastQC (v0.11.9; <http://www.bioinformatics.babraham.ac.uk/projects/fastqc/>)  
 Trimmomatic (v0.39)  
 STAR version 2.7.7a  
 Picard tools (v2.27.3)  
 Salmon (v1.9.0)  
 DESeq2 (version 3.19)  
 clusterProfiler package (version 4.4.4)  
 MmCMS package<sup>24</sup> (<https://github.com/MolecularPathologyLab/MmCMS>)  
 PDSclassifier package (<https://github.com/sidmall/PDSclassifier>)

Mutational analysis:  
 BWA-MEM (<https://github.com/lh3/bwa>)  
 ampliconseq pipeline (<https://github.com/crukci-bioinformatics/ampliconseq>)

Long read sequencing:  
 Minimap2 aligner (version 2.28)  
 nf-core sarek pipeline (<https://github.com/nf-core/sarek>)  
 bedtools (version 2.31.1)

Whole genome sequencing:  
 BWA v0.7.17  
 QDNAseq v1.30.0  
 Rascal v0.7.0 (<https://github.com/crukci-bioinformatics/rascal>)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA sequencing data generated in this study are publicly available through the Gene Expression Omnibus (GEO) with the accession code GSE272850. DNA sequencing data, including amplicon sequencing and long-read sequencing, have been deposited to the Sequence Read Archive (SRA) with BioProject ID PRJNA1141743. Source data is provided with this manuscript and is also available via figshare at <https://doi.org/10.6084/m9.figshare.24771732>.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Formal sample size and power analysis were not performed due to the lack of extensive a priori data and uncertain estimates of effect size with this newly described model. Instead, the sample sizes took into consideration preliminary effect sizes from pilot experiments and balanced the 3Rs (Replacement, Reduction, Refinement) to limit the unnecessary use of animals. |
| Data exclusions | No data were excluded, unless mentioned otherwise.                                                                                                                                                                                                                                                                                                                               |
| Replication     | Tissue sections from 3 independent animals (n=3) were stained for all immunohistochemistry, immunofluorescence and in-situ hybridisation. For the organoid experiments, 3 independent passages from one biological replicate for each of the three knockout lines generated were used. All attempts at replication were successful.                                              |
| Randomization   | Control and experimental animals were co-housed independent of genotype and cohorts were comprised of a balance of both male and female animals. In order to reduce the impact of covariates such as gender or housing, animals were recruited to treatment groups in a partially randomised manner while taking these factors into account.                                     |
| Blinding        | For animal welfare reasons, researchers were not blinded to genotype during study and data collection.                                                                                                                                                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Antibody, catalog number and dilutions used for immunohistochemistry or immunofluorescence included in the manuscript.</p> <p><math>\beta</math>-catenin (0.25 ug/ml, mouse, 610154, BD Biosciences)</p> <p>O-6-ethyl-guanine (0.5 ug/ml, rat, SQX-SQM001, Squarix Biotechnology)</p> <p>RFP (1:100, rabbit, R10367, Thermo Fisher)</p> <p>GFP (1:100, chicken, ab13970, Abcam)</p> <p>Lysozyme (1:100, goat, sc-27958, Santa Cruz)</p> <p>UEA-1 (AbD Serotec, 9420-00024)</p> <p>Ki67 (1:100, rat, 14-5698-82, Thermo Fisher)</p> <p>Secondary antibodies:</p> <p>Rabbit Anti-rat, (Bethyl Laboratories, A110-322A) at 1:250</p> <p>Rabbit Anti-mouse IgG1 (Abcam, ab125913) at 1:1500</p> <p>Donkey anti-rabbit (ThermoFisher, A31572) at 1:200</p> <p>Goat anti-chicken (ThermoFisher, A11039) at 1:200</p> <p>Donkey anti-goat (ThermoFisher, A21447) at 1:200</p>                                                                                                                                                                                                                                                                                             |
| Validation      | <ol style="list-style-type: none"> <li>1. <math>\beta</math>-catenin (0.25 ug/ml, mouse, 610154, BD Biosciences); used for IHC. Species Reactivity: Human, Mouse, Rat, Dog, Chicken. This antibody was validated by the company and used in our previous study (PMID: 33093165).</li> <li>2. O-6-ethyl-guanine (0.5 ug/ml, rat, SQX-SQM001, Squarix Biotechnology); used for IHC. Species Reactivity: Human, Mouse, Rat. This antibody was validated by the company and used in a previous study (PMID: 29958939).</li> <li>3. RFP (1:100, rabbit, R10367, Thermo Fisher); used for IHC, IF. Species independent. This antibody was validated by the company.</li> <li>4. GFP (1:100, chicken, ab13970, Abcam); used for IHC and IF, WB. Species independent. This antibody was validated by the company.</li> <li>5. Lysozyme (1:100, goat, sc-27958, Santa Cruz); used for IF Species reactivity: Human, Mouse. This antibody was validated by the company.</li> <li>6. UEA-1 (AbD Serotec, 9420-00024). Validated in house (<a href="https://www.ncbi.nlm.nih.gov/pmc/articles/PMC6138952/">https://www.ncbi.nlm.nih.gov/pmc/articles/PMC6138952/</a>).</li> </ol> |

7. Ki67 (14-5698-82, Thermo Fisher). Used for IF. Species reactivity: Dog, Cynomolgus monkey, Human, Mouse, Non-human primate, Rat. This antibody was validated by the company.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                         |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mice of both sexes aged at least 8 weeks old were induced. C57/BL6J mice with a combination of Villin-CreERT2, Apcfl/+, R26R-Confetti, LSL-KrasG12D, or Trp53fl/fl alleles were used.                                                                                   |
| Wild animals            | No wild animals were used in the study.                                                                                                                                                                                                                                 |
| Reporting on sex        | Both male and female mice were used in all experiments.                                                                                                                                                                                                                 |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                     |
| Ethics oversight        | All animal experiments were performed in accordance with UK Home Office regulations (under project licence PD5F099BE). They adhered to the ARRIVE guidelines and were subject to review by the Animal Welfare and Ethical Review Board of the CRUK Cambridge Institute. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

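Bulk RNA sequencing of 63 libraries from small intestinal tumours of 2 mice (*Apc* het with Confetti, treated with tamoxifen and ENU) was analysed: 20 major and 20 minor clones of 20 heterotypic tumours and 23 undivided tumours. The deposited values are a signal per gene: as deposited by the authors, gene counts estimated by Salmon from trimmed reads against Gencode and then scaled between libraries. How they were scaled is not stated beyond the name normalised counts and the authors' use of DESeq2. The values are not whole numbers, and whole reads could not be recovered from them. The table holds 24766 genes, 678 of them without a symbol, and 24575 of its identifiers are in the reference annotation used for positions (Gencode M39 on GRCm39, the same genome build and a later release than the authors'). All columns of the table were used.

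Clones were assigned to major and minor from the source data of the paper's figure of *Atoh1*, *Chga*, *Hdac2* and *Cdk4* counts, and paired by the tumour number in the sample label. The pairing was checked on the values: the 2 clones of a tumour correlated, across genes and after removal of the mean of each class, at a median of 0.265 (0.0282 to 0.620), above 0.1 in 17 of 20 tumours, against a median of -0.0198 between different tumours. Libraries without a clone letter are the undivided tumours. Mouse and sex coincide in this design, so they cannot be separated. The depth of each library was estimated from what 1 read is worth, taken as the peak of a density (bandwidth 0.05) of log2 values up to 4. This gives no interval for single values, and the precision was taken from the spread between tumours.

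Genes with a mean of at least 10 over the libraries compared were tested with limma 3.58.1 (eBayes with trend) in R 4.3.3 on log2(value + 1). Tumour was a block for major against minor clones and mouse a covariate for comparisons with undivided tumours. Adjusted p-values are Benjamini-Hochberg, with a threshold of 0.05. Lists were tested with 1 mean per library, by swapping clone labels within tumours or shuffling labels within mice 100000 times (two-sided), and with fgsea 1.28.0, camera (preset correlation 0.01 and estimated) and fry. The 17 lists covered, among others, MYC targets, MAPK output, intestinal stem, goblet, Paneth, enteroendocrine, tuft and enterocyte cells, replication, WNT targets, fetal and regenerative genes, stromal, endothelial and immune cells, interferon response and oxidative phosphorylation. They were written from general knowledge of these cell types and pathways. Results of 1 of the lists, and of 2 single genes, are not reported here, while adjusted p-values still cover all 17 lists and all genes. Some genes stand in more than 1 list, among them 15 of MYC targets, 14 of WNT targets, 11 each of the stem cell and replication lists, 6 of the enteroendocrine list and 5 each of the MAPK, endothelial and fetal lists. Polyclonal tumours were reconstructed by adding 2 parts of the major and 1 part of the minor clone. Principal components used centred, unscaled log2 values. Clusters used z scores of the 50 genes with the smallest p, complete linkage and 2 clusters. Correlations were tested with 100000 permutations.

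Genes named in the text are those the paper names in its text or Fig. 3 for these clones and for their staining, *Apc*, *Myc*, and the 5 with the largest log2 fold change each way among genes with an adjusted p under 0.05 that changed the same way in at least 16 of 20 tumours.

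Alternatives covered the pseudocount (0.1 and 5), the filter on low values (none, and a mean of at least 50), quantile normalization, scaling each library to the same sum, no block, limma without trend, a signed-rank test per gene, covariates, segments, each mouse alone, smaller sets of tumours, parts of the lists, the ranking for the NES, and the genes, distance and linkage of components and clusters. Each result of a model over all genes was set against 99 other assignments of the labels. The tests were tried on simulated data made from these libraries. With 200 genes changed by a log2 of 1, paired limma called 87.0% of them, and 94.6% of its calls were changed genes. With a log2 of 2, undivided tumours against clones gave 96.5%, and 100% of the calls were changed genes. With nothing changed, both called 0 genes, from a single draw each. With the real clone labels swapped within tumours, the median was 0 genes and the highest 21. A simulated list raised by 0.2 reached p = 1e-05, the smallest that the permutations give. The noise simulated for the paired test and the list was independent between genes. Genes of real lists are correlated (estimated at 0.270 for MYC targets), so this does not show what shift of a real list can be detected. Versions of other tools were data.table 1.17.8, Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Staining, amplicon, organoid and survival data, and assignment to molecular subtypes, were not analysed here.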

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

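Both tests below were chosen only after the lower reporter transcripts had been seen, and the one on epithelial genes also after the values of the cell type lists had been seen. The libraries contain transcripts of the 4 Confetti reporters (EYFP, hrGFP, mCerulean and tdimer2), which the paper does not report from sequencing. They drew attention as a signal in data the paper did not analyse. The highest reporter of a clone was lower in major than in minor clones, with a mean log2 difference of -1.22 (SD 1.61, higher in 5 of 20 major clones, permutation test, p = 0.00250). Its median was 3687 normalised counts in major clones (393 to 9716), 5756 in minor clones (2148 to 23732) and 7335 in undivided tumours (3138 to 34775). It was less than 2 times the second highest reporter in 8 of 20 major clones, in 1 of 20 minor clones (tumour 23 of the female mouse) and in 0 of 23 undivided tumours. It was more than 10 times the second in 6, 9 and 13 of these libraries.

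Of the lists of cells that carry no label, the stromal (0.57, permutation test, p = 0.0195) and immune (0.27, p = 0.0237) lists were higher in major clones, and the endothelial list was not detectably so (p = 0.517). More stromal or immune cells need not raise the endothelial list, so these values exclude neither, and a contribution of such cells stays open. A larger share of non-epithelial cells of any kind would lower epithelial transcripts along with the reporters. A list of 14 genes of the intestinal epithelium was instead higher in major clones (0.18, SD 0.27, 15 of 20), while the sum of the reporters was lower (-0.77, SD 1.06, 4 of 20 higher). The difference of these was 0.96 (SD 1.03, above 0 in 18 of 20 tumours, permutation test, p = 0.000100), which argues against non-epithelial cells as the whole cause. What stays open is that some major clones may carry no label. The paper counts tumours of 1 colour with unlabelled glands as heterotypic, so its design allows this. It was not tested, since no measurement of colour for each library was used here. In 3 tumours (19, 22 and 24 of the female mouse) both clones had the same highest reporter, and in 2 of these the highest of the major clone was under 2 times its second.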

How the results depend on the processing

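The leave-one-out settings, in which each tumour or library was left out, were chosen only after the results were seen, and the other settings and the assignments of labels were not. Of the values that answer a comparison, 184 kept their direction and their side of the threshold or stayed within 1.5 times under the alternatives, 66 moved further, 19 became weaker, 7 stronger and 11 changed direction. For single genes and further lists, 330 kept them, 59 became weaker, 2 stronger and 12 changed direction. The cause was not tested unless given. The tests of DESeq2 and edgeR on whole reads were not run, since whole reads were not recovered. The NES of MYC targets between undivided tumours and major clones has no value with libraries scaled to the same sum.

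Between major and minor clones, the genes that differ between the mice in the clone difference were 0 in all 6. *Atoh1* kept its signed-rank result in 6 of 6 (0.67 to 0.70). Of the label assignments, 1 of the 100 gave as many as 188 genes (the highest other gave 21), 1 of the 100 as many higher and 1 of the 100 as many lower. For MYC targets 38 of the 100 gave an NES as far from 0 as -2.05. In 9 of the 100 at least 34 clones fell on their own side of the clusters. Between undivided tumours and major clones, 3 of the 100 gave at least 2 genes (the highest 1549) and 42 of the 100 as large an NES for MYC targets. Against minor clones, 1 of the 100 gave as many genes and 83 of the 100 as large an NES for MYC targets. For reconstructed tumours 1 of the 100 gave as many genes. For the difference between the mice, where 0 genes passed (1257 at an unadjusted p under 0.05), it was 100 of the 100.

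Leaving out 1 tumour at a time gave 25 (without tumour 20 of the male mouse) to 859 genes (without tumour 19 of the female mouse), MYC means of -0.054 (without tumour 23 of the female mouse) to -0.023 (without tumour 25 of the male mouse) and an NES of -2.44 to -1.69 for MYC targets. Without tumour 22 of the female mouse 42 genes differed, 27 higher and 15 lower. Without the tumour block 0 genes differed, 0 higher and 0 lower (2142 at an unadjusted p under 0.05). The construction shows the cause, as variation between tumours enters the error. A signed-rank test per gene gave 48 genes, 30 higher and 18 lower, and limma without trend 89, 51 higher and 38 lower.

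In the female mouse alone 0 genes differed between the clones, 0 higher and 0 lower (1213 unadjusted), 0 of the other lists passed, and 0 genes differed between undivided tumours and major clones (1641 unadjusted) or minor clones (1428) and for reconstructed tumours (1731). The MYC mean was 0.013 (p = 0.746), with an NES of 0.91 (adjusted p = 0.723) for MYC targets. Signed-rank tests gave *Cdk4* -0.12 (p = 0.232) and *Chga* 0.78 (p = 0.0645). Directions changed for *Anxa1* (-0.17), *Apc* (-0.087), *Bmi1* (0.048), *Mki67* (-0.12) and the MAPK output (-0.043), endothelial (-0.22), fetal and regenerative (-0.094) and oxidative phosphorylation (0.081) lists. For undivided tumours the NES of MYC targets was 3.11 against major and 3.12 against minor clones. The stromal list of reconstructed tumours was 0.43 higher (p = 0.221).

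In the male mouse alone 33 genes differed between the clones, 25 higher and 8 lower, and 1 for reconstructed tumours. Between undivided tumours and clones the number was 0 for major (2245 unadjusted) and 757 for minor clones. *Hdac2* was at -0.18 (signed-rank p = 0.0840). Directions changed for the WNT target (0.016) and tuft cell (0.0032) lists. For undivided tumours the NES of MYC targets was -0.82 against major (adjusted p = 0.897) and -2.04 against minor clones, with MYC means of -0.0086 (p = 0.913) and -0.093 (p = 0.240). The stromal list of reconstructed tumours was at 0.68 (p = 0.153), and between the clones it was higher in major clones by 0.96, which passed (adjusted p = 0.0431). The enteroendocrine (0.47, adjusted p = 0.130) and enterocyte (0.50, adjusted p = 0.153) lists did not pass there, and the goblet cell list did (0.48, adjusted p = 0.0320). Each mouse alone has fewer tumours.

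With no filter on low values 85 genes differed between the clones, 56 higher and 29 lower, 78 for reconstructed tumours and 0 between undivided tumours and major clones (2580 unadjusted). The NES of MYC targets against minor clones was 1.36 (adjusted p = 0.0253), and PC2 had p = 0.0532 with 15 tumours. With a mean of at least 50 the stromal list of reconstructed tumours was at 0.55 (p = 0.0605) and PC2 at 15 tumours (p = 0.0637). With a pseudocount of 5 the stromal list was at 0.53 (p = 0.0555) and PC2 at 14 tumours (p = 0.0973).

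Quantile normalization moved the mean of MYC targets between the clones to -0.084 (p = 0.0667) and their NES to -2.76 (adjusted p = 1.06e-21). It gave 366 genes between the clones, of which 225 were higher in minor clones, 53 for reconstructed tumours and 1 between undivided tumours and major clones. *Anxa1* (-0.062) changed direction, as did, against minor clones, the MYC mean (-0.059, p = 0.444) and the NES of MYC targets (-1.82, adjusted p = 1.22e-05). The stromal list was at 0.48 (p = 0.0776). With libraries scaled to the same sum 292 genes differed between the clones, 193 of them higher, 53 for reconstructed tumours and 0 between undivided tumours and major clones (2339 unadjusted). *Anxa1* was at -0.0016, the MYC means at -0.052 against major (p = 0.532) and -0.093 against minor clones (p = 0.272), and the NES of MYC targets against minor clones at -1.17 (adjusted p = 0.244).

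Without the undivided tumours 15, 17 and 18 of the male mouse, 0 genes differed from major clones (1823 unadjusted), the NES of MYC targets against minor clones was 1.38 (adjusted p = 0.0177) and the stromal list 0.48 (p = 0.115). With SI10 and SI20 only, 0 genes differed from major clones (1908 unadjusted), 325 from minor clones and 16 for reconstructed tumours, and against minor clones the NES was 1.78 (adjusted p = 2.38e-05) for MYC targets. With mouse and segment as covariates these were 0 (1542 unadjusted), 367, 12 and 1.76 (adjusted p = 3.93e-05). Without a covariate 0 genes differed from major clones (1969 unadjusted), 328 from minor clones and 9 for reconstructed tumours. Equal parts of both clones gave 65 genes and a stromal difference of 0.53 (p = 0.0709).

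MYC targets without ribosomal protein genes had an NES of 1.35 (adjusted p = 0.0351) against minor clones. Ranked by log2 fold change, the NES of MYC targets between the clones was -1.28 (adjusted p = 0.0785). With limma over all genes in place of the signed-rank test, *Chga* (0.76, adjusted p = 0.0517), *Hdac2* (-0.20, adjusted p = 0.0887) and *Cdk4* (-0.24, adjusted p = 0.0725) did not pass, since limma's p is adjusted over all genes. Over the settings of limma the adjusted p of *Chga* was under 0.05 with a mean of at least 50 (0.0485), quantile normalization (0.0422) and libraries scaled to the same sum (0.0409), and those of *Cdk4* (0.0440) and *Tgif2* (0.0408) with quantile normalization. That of *Atoh1* was 0.05 or more without the tumour block (0.152), in the female mouse alone (0.659) and in the male mouse alone (0.0704). The other genes of the paper that passed over both mice also did not pass without the block or in the female mouse alone, and of them *Gata6* alone passed in the male mouse (0.0479). *Fzd3* did not pass without tumour 22 of the female mouse (0.0687). *Vwa5b2* did not pass with a pseudocount of 0.1 (0.0542) or 5 (0.0556) or with no filter on low values (0.0578). *Ighv5-17* did not pass with a pseudocount of 0.1 (0.0635) or with no filter on low values (0.0625). Neither *Vwa5b2* nor *Ighv5-17* passed without the tumour block or in either mouse alone. Average linkage put 21 clones on their own side. Unit variance left PC2 at 11 tumours (p = 0.674), and with the undivided tumours added PC1 had 13 (p = 0.0637) and PC3 14 (p = 0.00730).

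Depth limits genes with low values, where the pseudocount shrinks fold changes. With a pseudocount of 0.1, 173 genes differed between the clones, and with 5, 204.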

Differences from the paper's values

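The PCA in the paper's Fig. 3a gives PC2 about 18% of the variance, read by eye, and here it held 11.7%. Of the alternatives set before the data were examined, a pseudocount of 5 (12.8%), a mean of at least 50 (15.2%), quantile normalization (12.0%), unit variance (15.0%) and the 500 most variable genes (12.4%) brought it within 1.5 times, and a pseudocount of 0.1 (10.8%), no filter (8.26%), scaling to the same sum (11.6%) and adding the undivided tumours (11.2%) did not. The signed-rank P of the paper's Fig. 3b is about 0.015 for PC1, about 0.017 for PC2 and about 0.021 for PC3, read by eye, and the exact tests here gave 0.000586, 0.0484 and 0.701. None of the alternatives set before the data were examined closed these gaps. For PC3 the nearest was 0.00730, with the undivided tumours added. Components are matched by rank in these comparisons. The paper's PC2 separates the clones, whereas here the clones differed more on PC1 (18.5% of the variance) and the mouse accounted for 60.6% of PC2. These gaps may therefore set unlike components against each other.

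The paper's P in Fig. 3h is about 0.001 for *Atoh1*, and in Fig. 3i about 0.00048 for *Chga*, read by eye, against 2.67e-05 and 0.00315 here. None of the alternatives set before the data were examined closed either gap. In Fig. 3j it is about 0.033 for *Hdac2*, against 0.00486, and scaling to the same sum (0.0296) and the female mouse alone (0.0371) came within 1.5 times of it, the others not. In Fig. 3k it is about 0.046 for *Cdk4*, against 0.00169, and the test without the tumour block came to 0.046, the others not. The same exact signed-rank test run on the paper's own source data for these panels gave 2.67e-05, 0.00315, 0.00486 and 0.00169, and those source values were a median of 1.09 times the deposited ones.

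Of the paper's table of genes, 1998 of 23546 entries were held here. In it, the paper's log2 fold change of *Wnt3* is 0.440 (standard error 0.366), against 1.07 here (standard error 0.35), and none of the alternatives set before the data were examined closed the gap. The paper's value for *Cdk4* is -0.158 (standard error 0.0695), against -0.24 here (standard error 0.07), and among those alternatives the female mouse alone (-0.12) fell within the error, the others not. The paper's adjusted p is under 0.05 for *Wnt3* (0.0254, here 0.0861) and *Cdk4* (0.0323, here 0.0725). Of 10 other settings, 0 brought *Wnt3* under 0.05 in limma, and 1 did so for *Cdk4*, quantile normalization (0.0440). For both genes, the ranges of a standard error around the paper's fold change and the fold change here overlap. The paper's 0.440 for *Wnt3* is not far above its standard error of 0.366, although its adjusted p is 0.0254. The paper's fold changes and p may therefore come from different estimates, which was not tested.

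The paper states that PC1 separates the mice and PC2 the clones. Here the mouse accounted for more of PC2 (60.6%) than of PC1 (20.8%), and the difference between clones had a smaller p on PC1. From the clusters of its Fig. 3c, on 50 genes, the paper describes clones as tending to be more alike within their class than within their tumour. On the 50 genes with the smallest p here, 34 of 40 clones fell on the side of their class. These genes were chosen on the labels, and with swapped labels the median was 27 and the highest 36. Over all genes, the nearest neighbour was of the same class for 16 of 40 clones, against 14.0 under random labels. It was the other clone of the tumour for 12, against 1.03. The paper places MYC targets of monoclonal tumours above those of both clones. Here the list mean did not differ detectably from either, at 0.0090 (p = 0.889) from minor and 0.04 (p = 0.460) from major clones, while the NES had the paper's directions, that against minor clones without passing the threshold (adjusted p = 0.0779). The NES against minor clones passed with mouse and segment as covariates (1.76) and with SI10 and SI20 only (1.78). It also passed without the undivided tumours 15, 17 and 18 of the male mouse (1.38) and in the female mouse alone (3.12). The same held with no filter on low values (1.36) and for the list without ribosomal protein genes (1.35). It was 1.04 with no covariate and 0.79 with genes ranked by log2 fold change. It was negative with quantile normalization (-1.82), with libraries scaled to the same sum (-1.17) and in the male mouse alone (-2.04). The paper states that PC3 separates locations. Here the segment accounted for 25.5% of PC3 and 30.2% of PC2. The paper names stem cell genes as higher in minor clones. Here *Tgif2*, *Tead2* and *Bex4* were lower in major clones without passing the correction, which *Tgif2* passed with quantile normalization (adjusted p = 0.0408), *Bmi1* did not differ (-0.02), and *Fzd3* passed it.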

Other observations

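The tests of *Rn18s* on the comparison of undivided tumours with minor clones, on the goblet cell list and on the 5 most decreased genes, and that of depth at an equal worth of 1 read, were chosen only after the results they test had been seen. The other tests here were set after *Rn18s* and the depth of the libraries had been looked at. *Rn18s* was lower in major than in minor clones, and ribosomal RNA left in a library could change the other values. Between major and minor clones, 1 gene had an adjusted p under 0.05 at an equal *Rn18s* value in both clones. With the *Rn18s* differences reordered over the tumours, the median was also 1 (0 to 840), and 37 of 100 reorderings gave more. The covariate takes away the power of the test, so ribosomal RNA and the class of clone cannot be told apart for this count. The mean difference of the 5 most decreased genes, -1.52, was -0.18 at an equal *Rn18s* value (standard error 0.09, 1.98 standard errors below 0), with a slope of 0.91. For these genes, ribosomal RNA left in the libraries is a candidate explanation, close to the limit of 2 standard errors. They were chosen for their mean difference, not for this relation.

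For the goblet cell list, the difference at an equal *Rn18s* value was 0.58 (standard error 0.14), with no detectable relation to *Rn18s* (Pearson's r = 0.263, permutation test, p = 0.258, adjusted p = 0.344 over 4 relations, Spearman's rho = 0.185, p = 0.432, r = 0.379 without the 2 tumours farthest from the median). This argues against ribosomal RNA as its whole cause. For the MYC target list it was -0.041 (standard error 0.05, r = -0.0371, permutation test, p = 0.875, rho = -0.102, p = 0.668, r = 0.101 without the 2 farthest). Neither a difference nor its absence follows, and ribosomal RNA and the class of clone cannot be told apart for a difference of this size. With log2 *Rn18s* as a covariate, 1455 genes differed between undivided tumours and minor clones, against a median of 533 (240 to 1248) with the covariate reordered within groups, and 0 of 100 reorderings gave more. All 610 genes of the comparison without the covariate were among the 1455, which argues against ribosomal RNA as their whole cause.

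A difference in depth would show in the worth of 1 read, which did not differ detectably between the clones (-0.09, SD 0.57, higher in 7 of 20 major clones, permutation test, p = 0.495). That does not exclude a small difference. At an equal worth of 1 read in both clones, 69 of the 188 genes had an adjusted p under 0.05. With the differences in this worth reordered over the tumours, the median was 113 of the 188, and 66 of 100 reorderings gave more than 69. The covariate takes away power whether or not it is in its true order, so depth and the class of clone cannot be told apart for this count.

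Of the other lists, none differed between major and minor clones after correction with both mice together. The stromal list was higher in major clones by 0.57 (14 of 20, permutation test, p = 0.0195, adjusted p = 0.0662), by 0.18 in the female and 0.96 in the male mouse (p of the difference between the mice 0.0757), where it passed when the male mouse was taken alone (adjusted p = 0.0431), and the immune list by 0.27 (15 of 20, p = 0.0237, adjusted p = 0.0671). Mean log2 differences were 0.37 for Paneth cells (11 of 20, adjusted p = 0.230), 0.09 for endothelial cells (10 of 20), 0.11 for interferon response (12 of 20), 0.06 for MAPK output (13 of 20), 0.05 for fetal and regenerative genes (11 of 20), -0.02 for tuft cells (11 of 20), -0.03 for WNT targets (10 of 20) and -0.01 for oxidative phosphorylation (8 of 20), with adjusted p of 0.711 or more for these 7. No list differed between the mice at an adjusted p under 0.05.

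In undivided tumours, the enterocyte list was higher than in minor clones by 0.75 (17 of 23 above their mean, permutation test, p = 0.00160, adjusted p = 0.0136) and the enteroendocrine list by 0.66 (18 of 23, p = 0.000690, adjusted p = 0.0117). No list passed against major clones, where the goblet cell list was lowest in p (-0.46, 7 of 23, p = 0.00810, adjusted p = 0.103), or between reconstructed and undivided tumours, where the lowest adjusted p was 0.0826.

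Transcripts of genes that the paper stained did not differ between major and minor clones in these libraries: *Lgr5* (1077 ± 675 and 1002 ± 565 normalised counts, SD, n = 20 each, log2 fold change 0.02, higher in 10 of 20 major clones, adjusted p = 0.963), *Anxa1* (6688 ± 2803 and 6442 ± 1967, 9 of 20, adjusted p = 0.985), *Notum* (-0.22, 8 of 20, adjusted p = 0.506), *Lyz1* (0.19, 13 of 20, adjusted p = 0.567) and *Mki67* (0.16, 10 of 20, adjusted p = 0.663). The same held for *Apc* (0.13, adjusted p = 0.615) and *Myc* (-0.13, 8 of 20, adjusted p = 0.480). The paper stained sections, for RNA of *Lgr5*, *Anxa1* and *Notum* and for the proteins of *Lyz1* and *Mki67*, and sections show positions, which these libraries do not. Its staining was compared between clones with high and low *Lgr5*, not between major and minor clones. A mean over major and minor clones cannot decide whether clones of a tumour differ along that division.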
